# Tgfbr1 controls developmental plasticity between the hindlimb and external genitalia by remodeling their regulatory landscape

**DOI:** 10.1038/s41467-024-46870-z

**Published:** 2024-03-20

**Authors:** Anastasiia Lozovska, Artemis G. Korovesi, André Dias, Alexandre Lopes, Donald A. Fowler, Gabriel G. Martins, Ana Nóvoa, Moisés Mallo

**Keywords:** Body patterning, Mesoderm, Transforming growth factor beta

## Abstract

The hindlimb and external genitalia of present-day tetrapods are thought to derive from an ancestral common primordium that evolved to generate a wide diversity of structures adapted for efficient locomotion and mating in the ecological niche occupied by the species. We show that despite long evolutionary distance from the ancestral condition, the early primordium of the mouse external genitalia preserved the capacity to take hindlimb fates. In the absence of *Tgfbr1*, the pericloacal mesoderm generates an extra pair of hindlimbs at the expense of the external genitalia. It has been shown that the hindlimb and the genital primordia share many of their key regulatory factors. *Tgfbr1* controls the response to those factors by modulating the accessibility status of regulatory elements that control the gene regulatory networks leading to the formation of genital or hindlimb structures. Our work uncovers a remarkable tissue plasticity with potential implications in the evolution of the hindlimb/genital area of tetrapods, and identifies an additional mechanism for *Tgfbr1* activity that might also contribute to the control of other physiological or pathological processes.

## Abstract (web summary)

Development of hindlimbs and external genitalia share several regulatory factors. Lozovska et al. show that Tgfbr1 controls the response to those factors; embryos lacking Tgfbr1 develop two sets of hindlimbs at the expense of the external genitalia.

## Introduction

The vertebrate body is built sequentially in a head to tail progression. While this is a continuous process, it involves two transitions entailing major changes in gene regulatory mechanisms. The first transition results in the switch from a head to a trunk developmental program^1^, marking the start of axial extension and the layout of the primordia for most of the organ systems involved in vital and reproductive functions. The second transition organizes the end of trunk structures and activates the tail developmental program^2^. The transition from trunk to tail entails significant reorganization of embryonic structures involving derivatives from all germ layers. The neuromesodermal competent (NMC) progenitors^3,4^ relocate from the epiblast to the tail bud, from where they keep extending the body axis^5,6^. The progenitors for the lateral plate mesoderm, involved in the formation and vascularization of the trunk-resident organs^7^, undergo terminal differentiation leading to the formation of the hindlimbs and of the ventral lateral mesoderm that will then become the pericloacal mesoderm^2^. Reciprocal interactions between the pericloacal mesoderm and the endodermal cloaca will then generate the genital tubercle (GT), the precursor of the external genitalia, while also organizing the exit channels of the digestive and excretory systems with the formation of the rectus/anus, the bladder and the urethra^8–12^. Although the hindlimb shares many of the patterning and morphogenetic processes with the forelimb^13^, genetic analyses indicate major regulatory differences controlling the earliest stages of development of the two appendages^14–16^. Interestingly, molecular studies revealed that the hindlimb and the GT share many of their regulatory processes^9,17–19^, indicating that they might be closely connected developmentally. Indeed, it has been reported that in some tetrapod species hindlimbs and genitals share a common primordium, which might represent the ancestral condition^20^. In mammals, it has been suggested that the posterior displacement of the cloaca relative to the hindlimb bud disconnected the limb primordium from the influence of the endodermal signals promoting genital fates, thus allowing formation of both legs and external genitalia^20^.

Genetic studies, mostly in mouse embryos, revealed that the control of the early stages of hindlimb and cloacal/pericloacal development requires functional input from several regulatory factors. These include signaling pathways, like those of the transforming growth factor β/bone morphogenetic protein (Tgfβ/BMP) superfamily^21–25^, fibroblast growth factors (FGFs)^26–28^, sonic hedgehog (Shh)^29–31^ and both canonical and non-canonical WNTs^10,11,32^, as well as several transcription factors, including Hoxa13, Hoxd13^33,34^ and Isl1^35^. Importantly, while the same regulatory factors play essential roles in both structures^9,18^, their functional outcome differ substantially in the hindlimb and the GT, indicating the existence of mechanisms promoting distinct patterns of response in the hindlimb and the pericloacal mesoderm when exposed to a particular regulatory factor. Shh provides a paradigmatic example of such functional duality. It determines anterior/posterior limb bud polarity from the posterior limb bud mesenchyme regulating the identity of the limb skeletal elements^36^. Conversely, from its expression domain in the endodermal cloaca Shh controls the morphogenesis of the GT, as well as the organization of the different outlets for the urogenital and intestinal systems^29,30^. The mechanisms regulating this distinct tissue response to common regulatory factors are largely unknown.

Genetic analyses have shown that the Tgfβ receptor 1 (*Tgfbr1*) (also known as *Alk5*) plays a key role in the activation of the trunk to tail transition, also initiating the regulatory sequence controlling formation of the hindlimb and external genitalia^2,37,38^. Indeed, *Tgfbr1* null mutant embryos fail to induce the primordia of the hindlimb or cloacal/pericloacal structures, as shown by the absence of early markers or morphological landmarks for these tissues^37^. Conversely, premature activation of Tgfbr1 signaling in the axial progenitors resulted in earlier induction of these structures, as estimated by gene marker expression and the substantial anterior displacement of the hindlimb buds^2^.

It has been shown that the Growth and Differentiation factor 11 (Gdf11) is a physiological ligand for Tgfbr1 in its role at the trunk to tail transition^38^. Indeed, *Gdf11* mouse mutant embryos show a significant delay in the transition to tail development^2,39^. Expression and functional analyses in several other vertebrates indicate that this role for *Gdf11* is not restricted to the mouse but might be shared by most other tetrapods^40,41^. However, contrary to *Tgfbr1* mutant embryos, *Gdf11* mutants still activate the transition to tail development, although with a significant delay, indicating that other ligands in the Tgfβ/BMP family might cooperate with Gdf11 in triggering Tgfbr1 activity in axial tissues. One such factor is Gdf8 as revealed by the enhanced trunk size observed in *Gdf11*/*Gdf8* compound mutants^42^. Bmp4 and Bmp7 also stand out as potential candidates to mediate some of the Tgfbr1 activities in the caudal body. *Bmp7/Tsg, Bmp7/Shh* mutants and compound *Bmp7* homozygous/*Bmp4* heterozygous conditional inactivation in the region of the trunk to tail transition resulted in the fusion of the hindlimbs (sirenomelia) due to the absence of ventral lateral mesoderm^22,23,43^ and, thus, of the pericloacal mesoderm that builds the GT^20^, which is also absent from *Tgfbr1* null mutant embryos^21^. Although BMPs are not considered as canonical Tgfbr1 ligands^44^, given the high complexity of interactions between different receptors of the Tgfβ/BMP superfamily^45–48^, functional interactions between Tgfbr1 and Bmp4/Bmp7 cannot be ruled out, most particularly because the bona fide receptors for those BMPs in the pericloacal/hindlimb area await identification.

The possible involvement of different ligands of the Tgfβ/BMP superfamily in the activation of Tgfbr1 might indicate distinct regulation of Tgfbr1-dependent processes associated with the trunk to tail transition. We initially set to understand whether the proper regulation of NMC cell fate decisions after the transition that has been shown to require Gdf11 activity^49^, is mediated by Tgfbr1 signaling. Given the early developmental lethality of *Tgfbr1* null mutants derived from its role during early steps of heart development^50,51^, we conditionally inactivated *Tgfbr1* in the caudal embryonic region, thus bypassing its critical role in heart formation. These experiments, in addition to confirm the involvement of Tgfbr1 signaling in the control of NMC progenitors from the tail bud, resulted in a totally unpredicted phenotype, consisting in the development of a second set of hindlimbs originating from the pericloacal mesoderm, a tissue normally generating the external genitalia. By comparing the chromatin accessibility profiles of wild type and mutant tissues, we could observe that the mutant pericloacal mesoderm acquires a significant number of limb-type signatures, while losing many of those specifically associated with the GT. Our results indicate that Tgfbr1 modulates the type of response of the pericloacal mesoderm to patterning signals from the endoderm by remodeling the regulatory landscape of the chromatin, thus defining a limb or a GT-type of gene activation.

## Results

### Generation of Tgfbr1-cKO developmental model

For the conditional *Tgfbr1* inactivation approach we used three *Tgfbr1* alleles, namely the *Tgfbr1* null allele^37^ and either *Tgfbr1*^*flox*^, carrying LoxP sites flanking Exon 3^52^, or *Tgfbr1*^3*ex*3*-flox*^, containing a triplicated Exon 3 each surrounded by LoxP sites (Supplementary Fig. 1). Characterization of mice homozygous for the *Tgfbr1*^3*ex*3*-flox*^ allele revealed that this allele generates a transcript containing a tandem of three Exon 3 sequences in frame with the flanking Exons 2 and 4 (Supplementary Fig. 1C). Expression in HEK293T cells of the *Tgfbr1*^*3ex3*^ mRNA isolated from the mouse embryos confirmed that it generates a protein product with the expected size of Tgfbr1 containing triplicated Exon 3 sequences (Supplementary Fig. 1D). Exon 3 encodes the transmembrane domain and major part of the GS domain of the protein, including the serin-rich region phosphorylated upon ligand binding and implicated in signal transduction^44,53^. Homozygous *Tgfbr1*^3*ex*3*-flox*^ animals were not viable, and *Tgfbr1*^*3ex3-flox/-*^ fetuses phenocopied the knock out of the Tgfbr1 ligand *Gdf11*^2,39^ (Supplementary Fig. 1B, B’). Together, the above results strongly suggest that *Tgfbr1*^3*ex*3*-flox*^ produces a hypomorphic receptor.

*Tgfbr1* inactivation was promoted using the *Cdx2Cre*^*ERT*^ transgenic driver^2^, triggering Cre activity in caudal embryonic tissues by tamoxifen administration (Supplementary Fig. 1E). Experiments using either *Tgfbr1* floxed allele gave similar phenotypes, but while *Tgfbr1*^*flox/-*^*;Cdx2Cre*^*ERT+/0*^ embryos required two consecutive tamoxifen doses at embryonic stage (E) 6.75 and E7.25, a single tamoxifen injection at E7.25 was sufficient to obtain the same mutant phenotype from for *Tgfbr1*^*3ex3-flox/-*^*;Cdx2Cre*^*ERT+/0*^ embryos, thus reducing the frequency of tamoxifen-derived late fetal miscarriage. Our tamoxifen treatment scheme inactivated *Tgfbr1* in the tissues caudal from the forelimb bud, as confirmed by RT-qPCR analyses on RNA extracted from the posterior part of E10.5 embryos, including the hindlimbs (Supplementary Fig. 1F, G). Tamoxifen-treated embryos and fetuses with either the *Tgfbr1*^*flox/-*^*;Cdx2Cre*^*ERT+/0*^ or the *Tgfbr1*^*3ex3-flox/-*^*;Cdx2Cre*^*ERT+/0*^ genotype will be hereafter referred to as *Tgfbr1-cKO*.

### Tgfbr1-cKO exhibit multiple developmental malformations

The most prominent feature of *Tgfbr1-cKO* mutants was a duplication of their hindlimbs [4/5 at E16.5] (Fig. 1A, B). The fifth fetus analyzed at this stage lacked overt hindlimb duplication but still contained small protrusions posterior to the hindlimbs, a phenotype likely derived from less efficient recombination. The limb identity of the duplicated structures was confirmed by the presence of skeletal structures that, although variable in morphology, were clearly identified as belonging to limbs (Fig. 1C, Supplementary Fig. 2, and Supplementary Movie 1). For instance, a close look at one such duplicated hindlimb showed the presence of stylopod, zeugopod and autopod elements. When these last two sections were analyzed in more detail using light sheet microscopy, in addition to the presence of two skeletal elements in the zeugopod, we could identify individual phalanges in several of the fingers, although with somewhat abnormal patterns, as well as polydactyly (Supplementary Fig. 2).

**Fig. 1:**
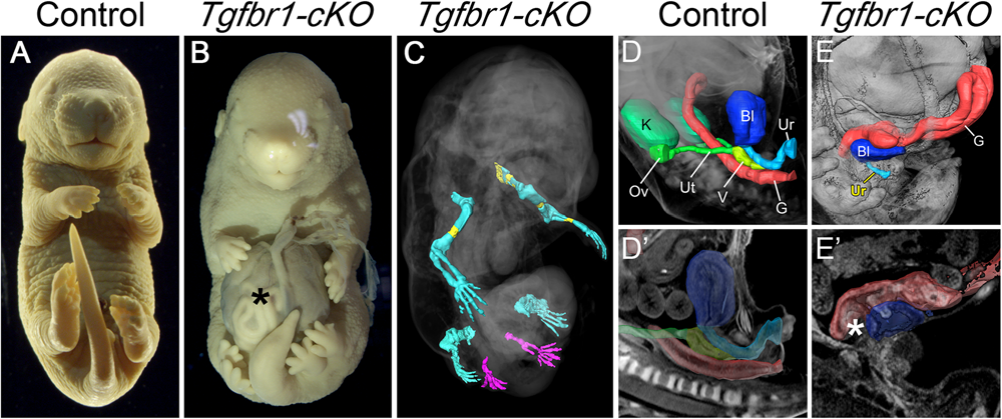
Malformations in the E16.5 *Tgfbr1-cKO* fetuses. Images of fixed control (**A**) and *Tgfbr1*-*cKO* (**B**) fetuses. The mutant fetus shows the presence of an omphalocele (asterisk) and hindlimb duplication. **C** 3D reconstruction of the limb skeleton of a *Tgfbr1-cKO* fetus obtained by OPT and after segmentation of the limb skeleton. Extra hindlimbs are in magenta. Ossification shown in yellow. **D**–**E**’ 3D reconstruction of organs and the excretory outlets of the control (**D**, **D**’) and *Tgfbr1-cKO* (**E**, **E**’) fetuses. Images were obtained by OPT, followed by segmentation of the relevant structures. **D**’ **E**’ show virtual sections of the segmented 3D specimen. Asterisk in **E**’ shows the gut-bladder connection in the mutant. K kidney, G gut, Bl bladder, Ov ovary, Ut uterus, V vagina, Ur urethra.

Another prominent phenotype of *Tgfbr1-cKO* fetuses was the presence of an omphalocele [5/5 at E16.5] (Fig. 1B). This phenotype, but not the duplicated hindlimbs, was also observed in *Tgfb2*/*Tgfb3* double mutants^54^. This indicates both that Tgfbr1 might mediate Tgfb2 and Tgfb3 activity in the body wall and that different ligands should trigger Tgfbr1 signaling in the body wall and the pericloacal/hindlimb mesoderm. The three *Tgfbr1-cKO* mutants analyzed either by optical projection tomography (OPT) or by histological sections lacked kidneys (Fig. 1D–E’; Supplementary Movies 2 and 3), a trait also observed in mutant fetuses for *Gdf11*^2,39^. The cloacal-derived tissues were also strongly compromised in these mutant embryos (Fig. 1D–E’; Supplementary Fig. 3C, C’; Supplementary Movies 2 and 3). The gut failed to generate normal rectal-anal structures. Instead, the caudal end of the intestinal tube merged with a structure that could be identified as a small bladder connected to a hypomorphic urethra, thus resembling a persistent cloaca. The external genitalia were also virtually absent from *Tgfbr1-cKO* fetuses. These phenotypes are likely to result from interference with the functional interactions between the cloacal endoderm and the pericloacal mesoderm driving normal morphogenesis of the cloacal region^9,11,18,19,31^. Indeed, endodermal malformations in this area were already evident in *Tgfbr1-cKO* mutants at mid gestation. At E10.5 and E11.5, the mutant cloaca was larger than in control embryos, lacked features associated with normal septation, and often contained protrusions entering the intra-cloacal lumen (2/4 embryos, Supplementary Fig. 3a–B’). Remains of these protrusions persisted later in development at E16.5 in the malformed bladder (Supplementary Fig. 3C, C’).

### The extra set of hindlimbs in Tgfbr1-cKO mutants derives from the pericloacal mesoderm

Morphological alterations in the hindlimb/pericloacal area of *Tgfbr1-cKO* embryos were already visible at mid-gestation (Fig. 2). *Fgf8* expression in E10.5 embryos revealed a posterior and medial expansion of the apical ectodermal ridge (AER) of the hindlimb bud almost reaching the ventral midline of the embryo (Fig. 2A, A’), suggesting an extension of the hindlimb field into the pericloacal mesoderm of *Tgfbr1-cKO* embryos. This was associated with several expression changes in the pericloacal region. For instance, hindlimb specific markers, like *Pitx1* and *Lin28a* were at E10.5 ectopically activated in the pericloacal region (Fig. 2B–C’). Conversely, *Tbx5* expression, normally observed in the pericloacal mesoderm, and later in the GT, but not in the hindlimb, could not be detected in this region of E11.5 *Tgfbr1-cKO* embryos (Fig. 2G, G’), and *Fgf8* expression was absent from the cloacal endoderm of the mutant embryos (Fig. 2A, A’). Together these observations suggest a change of identity in the pericloacal mesoderm, becoming incorporated into the hindlimb field instead of entering its normal GT developmental fate.

**Fig. 2:**
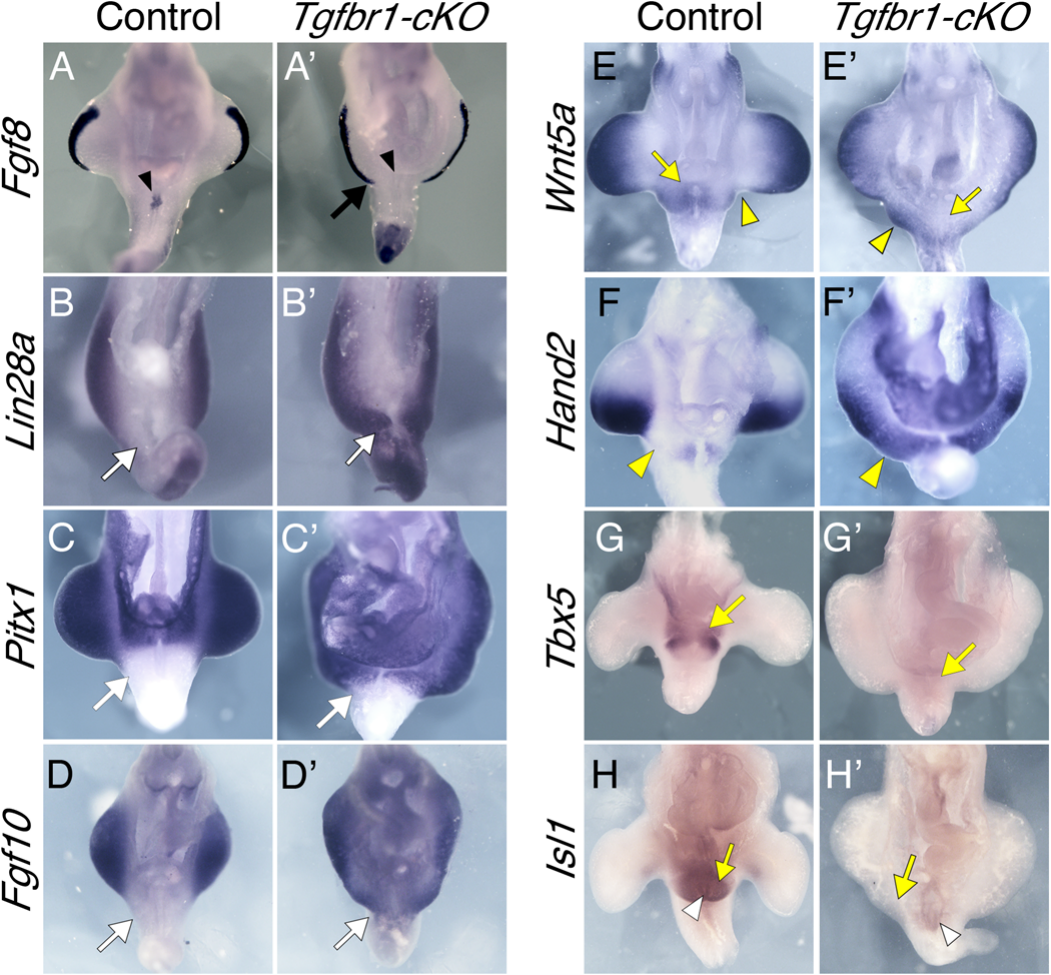
The pericloacal mesenchyme of the *Tgfbr1-cKO* embryos adopts hindlimb fate. Ventral views of the hindlimb/cloacal region of wild type (**A**–**H**) or *Tgfbr1-cKO* embryos (**A**’–**H**’) stained for *Fgf8* (E10.5)(**A**, **A**’), *Lin28a* (E10.5) (**B**, **B**’), *Pitx1* (E10.5) (*n* = 2); **C**, **C**’), *Fgf10* (E10.5) (**D**, **D**’), *Wnt5a* (E11.0) (**E**, **E**’), *Hand2* (E11.0) (**F**, **F**’), *Tbx5* (E11.5) (**G**, **G**’) or *Isl1* (E11.5) (**H**, **H**’). *Fgf8* expression shows posterior and medial extension of the AER (black arrow) and the absence of expression in the cloacal endoderm (black arrowhead). Hindlimb markers *Lin28a*, *Pitx1* and *Fgf10* extend into the pericloacal region *Tgfbr1-cKO* embryos (white arrows). *Wnt5a* and *Hand2* are expressed in the posterior prominence of the *Tgfbr1-cKO* hindlimbs, while forming clear separation of the hindlimb and GT domains in the control embryos (yellow arrowheads). Pericloacal expression of *Wnt5a*, *Tbx5* and *Isl1* is lost in the mutant embryos (yellow arrows). *Isl1* expression in cloacal endoderm is marked by white arrowhead. At least *n* = 3 embryos were analyzed per probe, unless stated otherwise, giving equivalent patterns.

Expression of genes active in both the hindlimb and the pericloacal region/GT, was also consistent with the pericloacal tissues taking a hindlimb fate. For instance, *Wnt5a*, which in wild type embryos is expressed in the limb buds beneath the AER and in the pericloacal region and GT, was not detected next to the cloacal endoderm of E10.5 *Tgfbr1-cKO* embryos, being instead observed beneath the AER along the extended hindlimb domain into the pericloacal region (Fig. 2E, E’). This pattern also revealed that the hindlimb domain of *Tgfbr1-cKO* embryos become split in two prominences, the first indication of the generation of two individual hindlimb structures from extended hindlimb bud of the mutant embryos. *Fgf8* expression in this region of *Tgfbr1-cKO* mutants at E11.5 was also consistent with the split of the hindlimb bud in two fields, as it was observed through the apical border of the hindlimb region but demarcating two apparent prominences separated by a valley (Fig. 3A, A’). Additional support for the conversion of pericloacal mesoderm into hindlimb identity was provided by genes showing dynamic expression patterns in these structures. In wild type embryos, *Isl1* is initially activated in the hindlimb and GT primordia, becoming later downregulated in the hindlimb while keeping strong expression in the GT^55^ (Fig. 2H). At E11.5 *Tgbfr1-cKO* mutants showed residual *Isl1* expression mainly in the expanded endodermal cloaca (note that *Isl1* normal expression profile includes the cloacal endoderm^35^) but became downregulated in the adjacent mesoderm in the area likely to generate the extra hindlimb bud (Fig. 2H’). Conversely, *Fgf10*, an essential gene for limb induction^56^, whose expression in the GT is observed only at later stages^26^, was strongly activated already at E10.5 following limb-like patterns, reaching mesodermal tissue adjacent to the endoderm (Fig. 2D, D’).

**Fig. 3:**
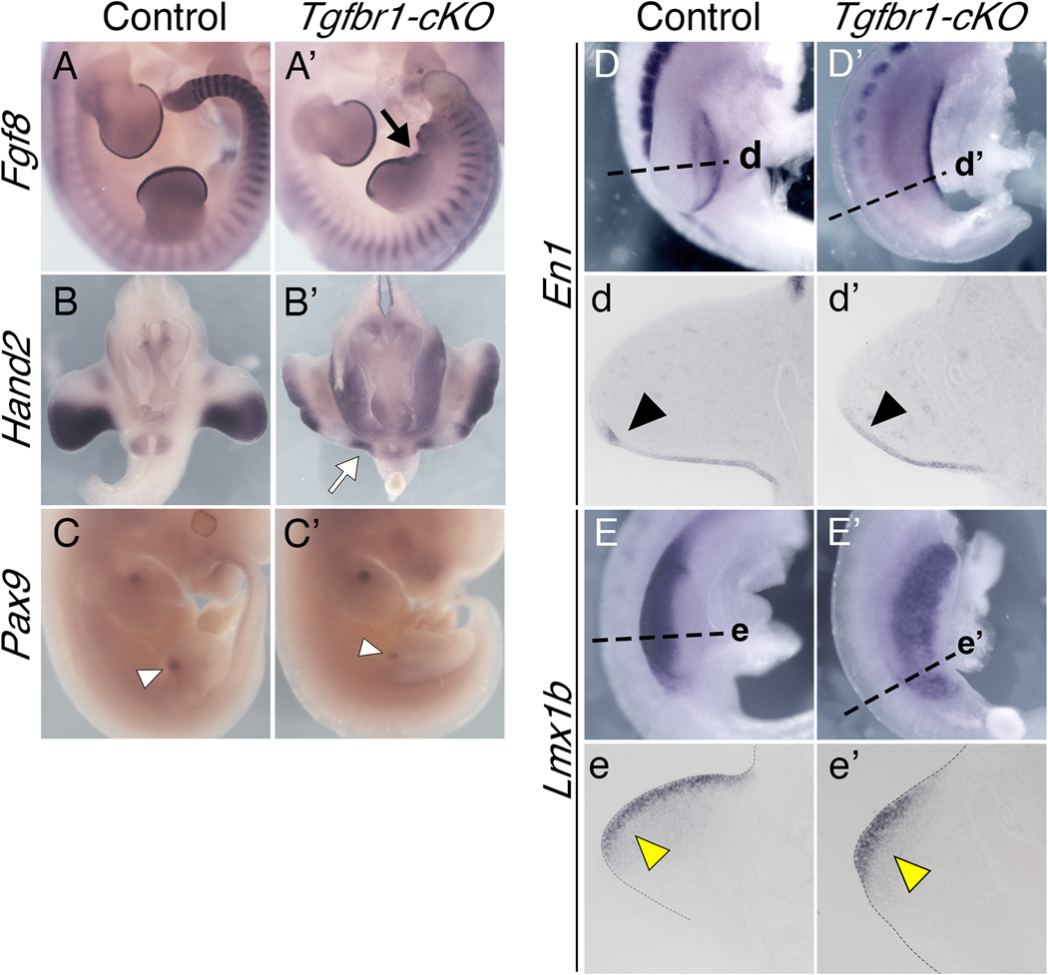
Limb patterning in the *Tgfbr1-cKO* embryos. Expression of *Fgf8* in E11.5 control (**A**) and *Tgfbr1-cKO* (**A**’) embryos. The black arrow shows separation between the two hindlimb prominences. Expression of *Hand2* in E11.5 control (**B**) and *Tgfbr1-cKO* (**B**’) embryos. White arrow in (**B**’) shows a posterior expression domain of the prospective mutant extra hindlimb. Anterior *Pax9* expression in E11.5 control (**C**) and *Tgfbr1-cKO* (**C**’) hindlimbs. A single expression signal is observed in the hindlimb region of *Tgfbr1-cKO* embryo corresponding to the most anterior part of the structure (white arrowhead). **D**–**e**’ Dorsal-ventral polarity in the *Tgfbr1-cKO* mutant’s hindlimb. Expression of the ventral limb marker *En1* in E10.5 control (**D**, **d**) and *Tgfbr1-cKO* (**D**’, **d**’) embryos. **D**, **D**’ show lateral views of the hindlimb region in whole mount embryos; (**d**, **d**’) show transversal sections through the region indicated in **D**, **D**’. Black arrowheads show *En1* expression in the ventral ectoderm of the limb bud. Expression of the dorsal mesodermal limb marker *Lmx1b* in E10.5 control (**E**, **e**) and *Tgfbr1-cKO* (**E**’, **e**’) embryos. **E**, **E**’ show lateral views of the hindlimb region in whole mounted embryos; (**e**, **e**’) show transversal sections through the region indicated in **E**, **E**’. Yellow arrowheads show *Lmx1b* expression in the dorsal mesenchyme of the limb bud. *n* = 3 embryos were analyzed per probe giving equivalent patterns.

Although clearly not as well defined as in wild type embryos, a variable degree of anterior-posterior patterning could still be observed in the hindlimb region of *Tgfbr1-cKO* embryos, consistent with changes in digit identity observed in the autopod skeleton of the E16.5 fetuses (Supplementary Fig. 2). For instance, at E10.5, *Hand2* was expressed in the mutants as a continuous domain that run medially into pericloacal tissue, showing a slightly stronger expression in the posterior area of the two emerging prominences of the hindlimb bud, although not as clearly restricted to the posterior limb bud mesenchyme observed in wild type embryos (Fig. 2F, F’). A similar trend was observed at E11.5, when *Hand2* expression followed a slight anterior-posterior distribution, being excluded from the anterior-most region of both anterior and posterior limb bud prominences (Fig. 3B, B’) and showed a slightly stronger expression in the posterior part of the caudal prominence of the mutant limb bud (Fig. 3B, B’). Expression of the anterior marker *Pax9* was observed in the anterior border of the anterior prominence of the limb bud in late E11.5 *Tgfbr1-cKO* embryos (Fig. 3C, C’). However, we could not detect *Pax9* signal associated with the posterior prominence. Whether this indicates real absence of *Pax9* expression in this region or just delayed onset of expression remains to be determined.

Interestingly, the posterior prominence of the mutant hindlimb bud retained a considerable degree of dorso-ventral patterning, as revealed by *En1* and *Lmx1b* expression at E10.5 that followed typical limb patterns^57,58^, although they were not as well defined as in control hindlimb buds (Fig. 3D–e’).

It has been shown that regulation of GT development relies largely on signals from the cloacal endoderm, with Shh playing a central role in this process^30,31^. The observation that *Wnt5a*, a known Shh target in the GT^31^, was not activated in the pericloacal mesoderm of *Tgfbr1-cKO* despite strong endodermal *Shh* expression (Fig. 4A, A’; Supplementary Fig. 3a–B’), suggested that either this mesenchyme became refractory to Shh activity or that it changed its response profile. The expression of the Shh target *Gli1* was consistent with the second possibility, as it showed equivalent patterns in the pericloacal mesenchyme in both wild type and *Tgfbr1-cKO* embryos (Fig. 4B, B’), thus indicating that this tissue still responds to the Shh signal from the endoderm.

**Fig. 4:**
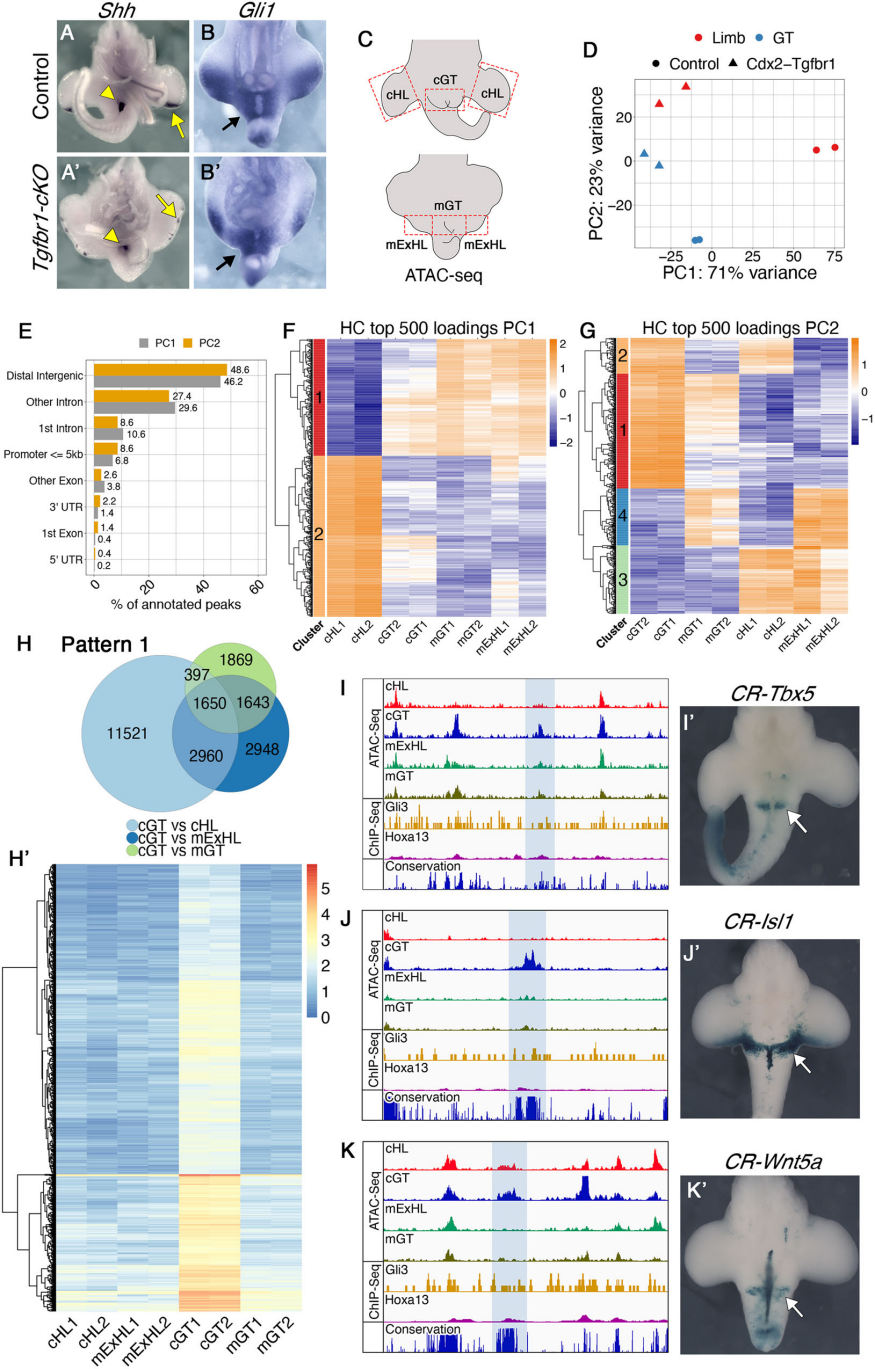
Tgfbr1 regulates the chromatin landscape in the pericloacal region. **A**–**B**’ The pericloacal mesenchyme of *Tgfbr1-cKO* embryos responds to Shh signaling from the cloacal endoderm. *Shh* expression in E11.5 control (**A**) and *Tgfbr1-cKO* (**A**’) embryos. *Gli1* expression in E10.5 control (**B**) and *Tgfbr1-cKO* (**B**’) embryos (*n* = 3 embryos were analyzed per probe). **C** Schematic representation of the tissue dissected for the ATAC-seq experiments in control (top) and mutant (bottom) embryos. **D** PCA plot of the ATAC-seq samples. Limb samples are shown in red; GT samples are in blue; circle – control; triangle – *Tgfbr1-cKO*. **E** Frequencies at the annotated genomic regions of 500 top loadings from the PC1 (gray) and PC2 (yellow). **F**, **G** Hierarchical clustering (HC) of PC1 (**F**) and PC2 (**G**) 500 top loadings. Heatmaps show scaled normalized counts. **H**, **H**’ Chromatin regions following pattern 1. **H** Venn diagram showing interception of the regions tested more accessible in control GT than in other tissues by pairwise comparisons [FDR < 0.001, logFC > 1.5]. **H**’ Heatmap showing log2 normalized counts across samples of the regions following pattern 1. **I**–**K** ATAC-seq tracks showing accessible chromatin in control GT, but not in the other samples in a region 93.7 kb upstream of the *Tbx5* TSS (**I**), 24.0 kb downstream of the *Isl1* TSS (**J**), and 91.7 kb upstream of the *Wnt5a* TSS (**K**). The regions highlighted with the blue shade are highly conserved among placental animals (bottom track). Two independent biological replicates were analyzed per tissue in the ATAC-seq experiments. **I**’, **J**’, **K**’ The highlighted elements drive β-galactosidase expression in the GT region (white arrows). Hoxa13 and Gli3 ChiP-Seq tracks from forelimb buds (GSE81356 and GSE133710, respectively) are shown in yellow and magenta, respectively. None of the analyzed enhancers showed enrichment in Hoxa13 or Gli3 binding activity in the forelimbs, consistent with the GT specificity of those elements. cHL control hindlimb, mExHL mutant extra hindlimb1cGT control GT, mGT mutant GT, CR conserved region.

### Reorganization of the chromatin regulatory landscape in the pericloacal mesoderm of Tgfbr1-cKO embryos

We explored the mechanisms modulating the pericloacal mesoderm response to Shh (and most likely also to other regulatory factors) by comparing the genomic accessibility profiles in the posterior hindlimb prominences (extra hindlimbs) and region adjacent to the cloaca (we will refer to it as mutant GT) of *Tgfbr1-cKO* with those of hindlimb buds and GT of control embryos by ATAC-seq^59^ (Fig. 4C). 

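ATAC-seq marks the DNA that a transposase can reach in the nucleus, and it was run on 4 tissues of mouse embryos at E11.25: control hindlimb, control GT, mutant extra hindlimb and mutant GT. Each tissue gave 2 libraries, each pooled from 2 embryos whose sex was not determined. By the sample labels, control embryos were Tgfbr1+/Flox:Cdx2CreERT+/0 and mutant embryos Tgfbr1-/Flox:Cdx2CreERT+/0. The paper reports lowered Tgfbr1 expression in embryos of the control genotype and reads it as 1 functional allele left. The authors called peaks in each library on GRCm38/mm10, merged them into 229489 regions, counted reads in each region and compared the tissues with edgeR's quasi-likelihood test over all 8 libraries. For each region and comparison they give a log2 fold change, an average log2 CPM, an F statistic, a p-value and an FDR, without values per library. Depth was estimated from the paper's Source Data for 500 regions, where every low value becomes a whole number within 0.05 after scaling each library. Each estimate is a library's scaling factor times a value common to all libraries, and no reads were counted here. The estimates were 17.5 and 14.2 M reads in regions for control hindlimb and 14.9 and 14.8 M for control GT. They were 12.5 and 13.7 M for mutant extra hindlimb and 14.6 and 14.1 M for mutant GT. The standard error implied by each fold change and its F statistic had a median between 0.371 and 0.380 on the log2 scale, and between 0.599 and 0.617 in the least covered of 4 equal classes of regions. For the comparison named mutant GT against control hindlimb, the authors' deposited table holds the same log2 fold changes as control hindlimb against control GT in 229489 of 229489 regions, within 0.0001. That comparison was therefore computed as the fold change of mutant extra hindlimb over control hindlimb minus that of mutant extra hindlimb over mutant GT. Its standard error was solved from those of the other comparisons, with a chi-square test with 1 degree of freedom and Benjamini-Hochberg adjustment. When 4 comparisons present in the files were left out and computed in this way, 89.9 to 96.2% of the calls in the authors' deposited table came back. A region was counted as changed at an FDR under 0.001 and a log2 fold change beyond 1.5, the thresholds of the paper. At these thresholds the authors' deposited table calls 30069 regions between the control tissues, 31731 between mutant extra hindlimb and control hindlimb and 17638 between mutant extra hindlimb and control GT. It calls 9500 between mutant GT and control GT and 5464 between the mutant tissues in the authors' deposited table, and the computed comparison of mutant GT with control hindlimb called 40154. Tgfbr1, which encodes the type I TGF-beta receptor removed in the mutant, has 2 regions within the gene, and 0 of them cover exon 3, on chromosome 4 from 47393247 to 47393489, so the deletion cannot be read from these regions. Its promoter had a log2 fold change of −0.23 in mutant GT over control GT and −0.24 in mutant extra hindlimb over control hindlimb in the authors' deposited table, neither past the thresholds.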

Principal component (PC) analysis of those profiles revealed two main features. PC1 grouped the tissues from *Tgfbr1-cKO* embryos together with the wild type GT and clearly apart from the control hindlimb, consistent with the pericloacal origin of the extra hindlimb of the mutant embryos. 

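The mutant extra hindlimb lay nearer to control GT than to control hindlimb in its open chromatin, and nearest of all to mutant GT. The control hindlimb stood apart from all 3 other tissues. Regions near Foxf1, a gene of the mesoderm around the gut and cloaca, were among those that set mutant GT apart from the control hindlimb, and regions near Tbx3 and Alx4 were among those that set the mutant extra hindlimb apart from it, while other genes of their lists went the other way. Over the 2500 most variable regions, the root mean square log2 distance of the mutant extra hindlimb was 3.23 to control hindlimb and 2.19 to control GT. Mutant GT lay 3.42 from control hindlimb and 1.70 from control GT, and the control tissues lay 3.00 from each other. The smallest distance, 1.31, was that between the mutant tissues. On the first axis of a principal component analysis of the 4 group means, which carried 71.3% of the variance, control hindlimb scored 114, control GT −17.4, mutant extra hindlimb −41.5 and mutant GT −55.1. In the paper's library scores for Fig. 4D, PC1 was 63.84 and 75.18 for control hindlimb and between −41.27 and −7.6 for the other 6 libraries. Foxf1 has 31 regions within 100 kb that lie nearest to its start, and 10 were more accessible in mutant GT than in control hindlimb and 0 less. In that computed comparison Wnt5a, a Wnt ligand gene, had 2 more accessible and 11 less, and the whole GT and pericloacal list, which holds both genes, 61 and 53 (adjusted permutation p 0.988, and 61 and 53 when adjusted over the list alone). Tbx3, a T-box gene of limb and genital mesenchyme, has 46 regions, of which 8 were more accessible in mutant extra hindlimb than in control hindlimb and 0 less according to the authors' deposited table. Alx4, a homeobox gene of the anterior limb bud, has 39, with 8 more accessible and 0 less in the authors' deposited table for the same comparison. Ets1, a transcription factor gene of the limb bud list, had 3 and 7, the whole limb bud list 77 and 52 (adjusted permutation p 1) and the GT and pericloacal list 46 and 45 (adjusted 0.766) in the authors' deposited table, with 79 and 52 and 46 and 45 when adjusted over each list alone. The promoter of Tbx4, a gene of hindlimb identity, on chromosome 11 from 85885751 to 85886748, had a log2 fold change of −1.01 (FDR 5.0e-08) in mutant extra hindlimb over control hindlimb and −0.05 over control GT in the authors' deposited table, short of the fold change threshold. Its computed log2 fold change in mutant GT over control hindlimb was −1.70. The promoter of Pitx1, another such gene, on chromosome 13 from 55830621 to 55832137, had a log2 fold change of −0.19 (FDR 0.353) in mutant extra hindlimb over control hindlimb in the authors' deposited table and a computed −1.39 in mutant GT over control hindlimb, neither past the thresholds.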

PC2, on the contrary, grouped the extra hindlimb of the mutant embryos together the wild type hindlimb, separated from the control GT (Fig. 4D).

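The mutant extra hindlimb parted from control GT at many regions, some of them near the limb bud genes Irx3 and Lmx1b. Mutant GT took a place between them on the same axis, close to control hindlimb. On the second axis of the group means, with 23.3% of the variance, control GT scored −60.2, mutant GT 3.93, control hindlimb 9.69 and mutant extra hindlimb 46.6. In the paper's library scores for Fig. 4D, PC2 was −35.99 and −35.68 in control GT, 33.67 and 25.8 in the extra hindlimb and 3.189 and −2.168 in mutant GT. Irx3, a homeobox gene of the early limb bud, has 47 regions, and the authors' deposited table calls 10 of them more accessible in mutant extra hindlimb than in control GT and 0 less. Lmx1b, which sets dorsal fate in the limb, has 60 regions, with 8 more accessible and 0 less in the same comparison of the authors' deposited table. Over the whole limb bud list 85 regions were more accessible and 28 less in the authors' deposited table (92 and 30 when adjusted over the list alone), with an adjusted permutation p of 0.004 that rose to 0.206, past no threshold, with the nearest start of any gene. The Lmx1b region with the smallest FDR lies on chromosome 2 from 33703229 to 33703606, 62.7 kb from the start of the gene. There the log2 fold change over control GT was 3.22 (FDR 1.4e-25) in mutant extra hindlimb, 2.05 in control hindlimb and 1.98 in mutant GT in the authors' deposited table. A region 80.0 kb from the start of Tbx4, on chromosome 11 from 85976753 to 85977384, was more accessible in mutant extra hindlimb than in control GT (log2 fold change 2.57, FDR 9.8e-23) and than in control hindlimb (2.67, FDR 3.6e-25) in the authors' deposited table. A region near Fgf8, the growth factor of the apical ridge, on chromosome 19 from 45690950 to 45691660, had log2 fold changes over control GT of 2.03 in mutant extra hindlimb and 0.93 in control hindlimb in the authors' deposited table.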

We further explored the PC1 and PC2 by annotating 500 top peaks contributing for each of the PCs (top loadings). 

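Most of the 500 regions with the largest PC1 loadings lay away from promoters, in introns and between genes. Wnt2, a secreted Wnt ligand, and Usp29, an imprinted gene, had the most of them. Of the 500 regions in the paper's Source Data, 213 (42.6%) were intergenic against GENCODE release 21, 221 (44.2%) lay in introns, 28 (5.6%) in exons and 38 (7.6%) within 5 kb upstream of a transcription start. Wnt2 was the nearest gene of 3, all in cluster 1. Usp29 also had 3, all in cluster 1, and Dlk1, an imprinted gene for a membrane protein of the Notch family, had 2 in cluster 1. Cabcoco1, a gene of ciliated cells, and Col25a1, which encodes a membrane collagen, had 2 each, all in cluster 2. In cluster 1, 46.7% were intergenic and 7.62% lay at promoters, and in cluster 2 these shares were 39.7% and 7.59%. The regions with the largest PC2 loadings were not analysed here.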

For both PC1 and PC2, most of the top loadings were in distal intergenic regions (46.2% and 48.6%, respectively), while only small proportion of the peaks (6,8% for PC1 and 8,6% for PC2) were attributed to potential promoter regions (<=5 kb upstream of TSS) (Fig. 4E). This suggested that most of the genomic regions whose accessibility patterns are influenced by the Tgfbr1 might represent distal regulatory elements.

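The control hindlimb stood apart from every other tissue at nearly all of the 500 regions, in the fold changes as well as in the libraries. The regions were picked for their PC1 loadings in the same 8 libraries, on the axis that sets the control hindlimb apart, so this separation follows from the choice. Pax3, a gene of muscle progenitors, and Flt1, a receptor gene of endothelium, each had a region that was less open in the control hindlimb. Tcf7l2, an effector of Wnt signalling, Tgfbr3, a co-receptor for TGF-beta ligands, and Ptprc, a surface gene of blood cells, each had a region that was more open there. Of the 210 regions of cluster 1, 201 were less accessible in control hindlimb than in each of control GT, mutant extra hindlimb and mutant GT at an FDR under 0.001. Of the 290 regions of cluster 2, 290 were more accessible in control hindlimb than in each of the other 3 tissues at this FDR, and 254 of them also by a log2 fold change beyond 1.5. Cluster 1 had a median log2 fold change of −2.71 in control hindlimb over control GT and 3.61 in mutant extra hindlimb over control hindlimb in the authors' deposited table. For cluster 2 these medians were 2.74 and −2.89 in the authors' deposited table. The computed medians in mutant GT over control hindlimb were 3.65 in cluster 1 and −3.39 in cluster 2. In the paper's values per library, both hindlimb libraries were the lowest of all in 208 of 210 regions of cluster 1 and the highest in 290 of 290 of cluster 2. There the control hindlimb lay a median of 3.06 (log2) from the mean of the other tissues, while the 2 libraries of a tissue differed by a median of 0.26 in control GT, 0.35 in control hindlimb, 0.50 in mutant extra hindlimb and 0.35 in mutant GT. The nearest genes of single regions were Pax3 and Flt1 in cluster 1 and Tcf7l2, Tgfbr3 and Ptprc in cluster 2.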

Hierarchical clustering of the top loadings contributing to the PC1 reveled the existence of two distinct clusters: cluster 1 represent peaks less accessible in the control limb than in other conditions, while cluster 2 contains the peaks more accessible in the control limb than in other conditions (Fig. 4F). These two clusters represent limb specific regions regulated by Tgfbr1 signaling. Top loadings of PC2 formed 4 clusters based of their accessibility patterns (Fig. 4G). Clusters 1 and 3 are particularly interesting, because they represent the peaks with accessibility patterns common between control and mutant limbs, and different from wild type and mutant GT. These clusters, therefore, are likely to contain the regulatory elements specifying limb fates and being responsible for directing the mutant pericloacal mesenchyme towards the limb fate.

To further elaborate on the potential significance of conserved patterns within top PC loadings clusters, we performed a series of complementary differential analyses on our samples. We identified two accessibility patterns suggestive of their involvement in the differential control of cell fate decisions of the pericloacal mesoderm. 

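Regions more open in the control GT than in the control hindlimb and both mutant tissues lay near genes of several kinds. Among them were Nav3, which had the most, and Srd5a2, a gene of steroid metabolism, Six2, a homeobox gene of mesenchyme, Eya1, which encodes a transcriptional coactivator, and Gdnf, a growth factor of the urogenital tract. Most of the set lay away from promoters. Lower accessibility than in control GT at an FDR under 0.001 and a log2 fold change beyond 1.5 held in control hindlimb, mutant extra hindlimb and mutant GT at once for 1650 regions, 0.719% of those tested. Nav3, a gene of axon guidance, had 4 of its 20 regions in this set, and Srd5a2, the enzyme that makes dihydrotestosterone, had 3 of 9. Of the 580 regions of the GT and pericloacal list 12 lay in the set, near 9 genes, a share of 2.07% against a median of 0.51% in random lists (permutation p 0.0006, adjusted 0.06, past no threshold). Gdnf had 3 of 29, Dkk2, a secreted Wnt antagonist, 2 of 34, and Eya1 2 of 33. Six2 had 1 of 25. Ranked by the smallest of its 3 fold changes, the first region lies in an intron of Tbck, a kinase-like gene, on chromosome 3 from 132727439 to 132728019. It had log2 fold changes over control GT of −3.39 in control hindlimb, −3.42 in mutant extra hindlimb and −3.31 in mutant GT in the authors' deposited table. Next in this ranking came a region near Tmtc1, a gene of protein glycosylation, on chromosome 6 from 148421191 to 148421922, with −3.50, −3.60 and −3.28 for the same tissues in the authors' deposited table. A region near Kcnc2, a potassium channel gene, on chromosome 10 from 112297946 to 112298472, had −3.92, −3.61 and −3.26 in the authors' deposited table. The median distance to the start of a coding gene was 98.9 kb, against 38.8 kb for all regions. Promoters held 136 of the set (8.24%) against 17.0% of the other regions (Fisher's exact test, two-sided, FDR 4.2e-24), and 743 (45.0%) were intergenic. A further 1643 regions were lower than control GT in both mutant tissues but not in control hindlimb, and 2960 were lower in control hindlimb and mutant extra hindlimb but not in mutant GT. The count was 3568 at a log2 fold change beyond 1 and 417 beyond 2.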

First, we identified a set of peaks more accessible in the GT than in the hindlimb samples from wild type embryos, and that showed significantly reduced accessibility in the tissues from *Tgfbr1-cKO* embryos (1650 regions with Log_2_FC > 1.5; FDR < 1e^−3^) (Fig. 4H, H’). These elements might represent enhancers involved in the regulation of genes differentially expressed in the pericloacal region of wild type embryos. The loss of accessibility to these elements in the *Tgfbr1-cKO* mutants could thus contribute significantly to the inability of the pericloacal mesoderm of the mutant embryos to enter their normal GT fate.

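Regions more open in both limb tissues than in both GT tissues lay near genes of several kinds, with limb bud genes among them. Fgf10, the mesenchymal signal that starts limb outgrowth, Lmx1b, Gli3, a transcription factor of hedgehog signalling, Msx1, a homeobox gene of limb mesenchyme, and Pitx1 each had at least 1. Higher accessibility in control hindlimb than in control GT and in mutant extra hindlimb than in mutant GT, with an FDR over 0.1 and a log2 fold change under 0.5 between the limb tissues, held for 511 regions. Spock1, a gene of the extracellular matrix, had 3 of its 39 regions in the set, and Cldn10, a tight junction gene, 3 of 38. Of the 920 regions of the limb bud list 8 lay in the set, near 7 of the genes, a share of 0.87% against a median of 0.218% in random lists (permutation p 0.0062, adjusted 0.31, so past no threshold). Lmx1b had 2 of 60, Gli3 1 of 46, Msx1 1 of 30, Pitx1 1 of 33 and Irx5, a homeobox gene of the early limb bud, 1 of 31. Ranked by the smaller of both fold changes, the first region lies near Igsf11, a cell adhesion gene, on chromosome 16 from 39124461 to 39125167, with a log2 fold change of 3.48 in control hindlimb over control GT and 3.10 in mutant extra hindlimb over mutant GT in the authors' deposited table. A region in an intron of Slc39a10, a zinc transporter gene, on chromosome 1 from 46829907 to 46831470, had 4.17 and 2.98 for these comparisons in the authors' deposited table. In an intron of Igf1, a growth factor gene, the region on chromosome 10 from 87872882 to 87873248 had 3.14 and 2.76 in the authors' deposited table. Over the set, the median log2 fold change in mutant extra hindlimb over control hindlimb was −0.09 in the authors' deposited table, and the computed median in mutant GT over control hindlimb was −2.07. Of the 511, 40 (7.83%) lay at promoters against 16.9% of the other regions (Fisher's exact test, two-sided, FDR 7.1e-09). Without the condition on the limb tissues the count was 1188.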

Another group of chromatin regions were significantly more accessible in hindlimb-generating tissues of wild type and *Tgfbr1-cKO* embryos than in GT tissues (526 peaks with Log_2_FC > 1.5; FDR < 1e^−3^ are shown in Fig. 5A, A’). These regions represent a pattern analog to that observed in clusters 1 and 3 of PC2 whose accessibility patterns did not diverge between mutant and control hindlimb (Log_2_FC < 0.5; FDR > 0.1), indicating that they might represent the most relevant elements driving the mutant pericloacal mesenchyme towards limb identity. For further description we will refer to the GT-specific elements as pattern 1 elements and to those associated with hindlimb tissues pattern 2 elements.

**Fig. 5:**
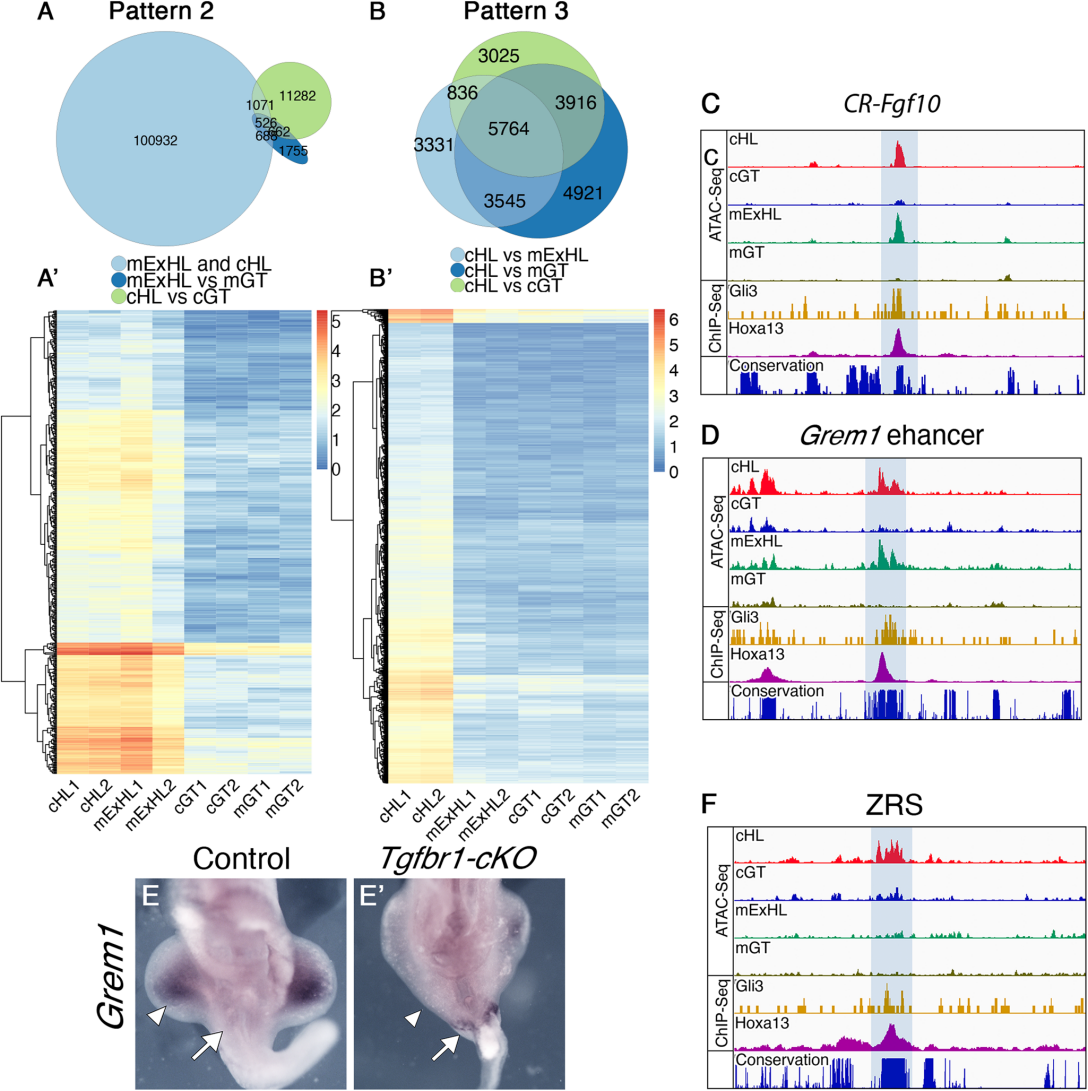
Tgfbr1 regulates accessibility of limb regulatory regions. **A**, **A**’ Chromatin regions following pattern 2 and pattern 3. **A** Venn diagram showing interception between the regions more accessible in mutant extra limb than in mutant GT [FDR < 0.001, logFC > 1.5] and more accessible in control hindlimb than in control GT [FDR < 0.001, logFC > 1.5], but at the same time not differentially accessible between mutant extra hindlimb and control hindlimb [FDR > 0.01, logFC < 0.5]. **A**’ Heatmap showing log2 normalized counts from genomic regions following pattern 2 across the samples. **B**, **B**’ Chromatin regions following pattern 3. **B** Venn diagram showing interception between regions tested more accessible in control hindlimb than in other tissues by pairwise comparisons [FDR < 0.001, logFC > 1.5]. **B**’ Heatmap showing log2 normalized counts for the chromatin regions following pattern 3 across samples. **C**, **D** ATAC-Seq profiles showing *Fgf10* putative regulatory element (**C**) and *Grem1* enhancer (**D**) that gains accessibility in the mutant extra hindlimb (highlighted with the blue shadow). Also shown are ChiP-Seq tracks of ChIP seq data from wild type forelimbs for Gli3 (yellow) and Hoxa13 (magenta) (obtained from GSE81356 and GSE133710, respectively), indicating their binding to those elements in the forelimb bud. The lower track shows conservation in placental mammals. *Grem1* expression in E10.5 wild type (**E**) or *Tgfbr1-cKO* (**E**’) embryos showing the absence of pericloacal expression in wild type embryos and ectopic activation in the caudal-most region of the pericloacal mesoderm of the mutant embryo (white arrow). *Grem1* is expressed in the developing limb bud of the control embryo, but it is almost not detectable in the developing limb buds of the mutant embryo (white arrowheads) (*n* = 3 embryos are analyzed per probe). **F** ATAC-seq data through the ZRS (highlighted with the blue shadow), showing that it is accessible in the control limb but not in any of the other samples. Two independent biological replicates were analyzed for all ATAC-seq experiments. CR conserved region, cHL control hindlimb, mExHL mutant extra hindlimb, cGT control GT, mGT mutant GT.

We identified pattern 1 elements within the *Tbx5, Isl1* and *Wnt5a* genomic regions, three of the pericloacal mesoderm markers down-regulated in the pericloacal region of *Tgfbr1-cKO* mutants (Fig. 4I, J, K), which will serve as a proof of principle for the involvement of pattern 1 elements in GT expression. These elements mapped to highly conserved genomic areas, suggesting their possible involvement in regulatory processes. 

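The CR-Isl1 element lost accessibility in every tissue but the control GT and met all the thresholds of pattern 1. Isl1 encodes a LIM homeobox factor of the hindlimb field and the genital mesenchyme. The CR-Wnt5a element fell in both mutant tissues, with a smaller difference between the control tissues, and the CR-Tbx5 element passed the fold change threshold in no comparison. Wnt5a encodes a Wnt ligand of limb and genital outgrowth, and Tbx5 a T-box factor used in the GT as well as in the forelimb. The CR-Isl1 region lies on chromosome 13 from 116284665 to 116285644, 23.8 kb downstream of the start of Isl1, between genes. Its log2 fold change over control GT was −3.53 (FDR 9.5e-31) in control hindlimb, −2.23 (FDR 2.1e-15) in mutant extra hindlimb and −2.0 (FDR 3.6e-13) in mutant GT in the authors' deposited table. The computed log2 fold change in mutant GT over control hindlimb was 1.53 (standard error 0.35, FDR 5.3e-05 from the chi-square test). The CR-Wnt5a region lies within Erc2, on chromosome 14 from 28412749 to 28413503, 91.2 kb upstream of Wnt5a. There the log2 fold change was −1.0 (FDR 0.000295) in control hindlimb, −2.05 (FDR 3.4e-11) in mutant extra hindlimb and −1.49 (FDR 6.3e-07) in mutant GT in the authors' deposited table. It met the pattern at a log2 fold change beyond 1 but not beyond 1.5. A neighbouring region 88.5 kb upstream of Wnt5a, from 28415718 to 28416251, chosen after its values were seen, met the pattern at 1.5, with −2.04, −2.53 and −1.77 for the same tissues in the authors' deposited table. The CR-Tbx5 region lies on chromosome 5 from 119701637 to 119702317, 132 kb upstream of Tbx5. Its log2 fold change was −1.41 (FDR 1.0e-05) in control hindlimb, −0.66 (FDR 0.0598) in mutant extra hindlimb and −0.60 (FDR 0.0983) in mutant GT in the authors' deposited table. Of 38 regions within 0.17 Mb upstream of Tbx5, 0 met the pattern. Downstream of Tbx5 by 56.9 kb, from 119891597 to 119892437, a region had a log2 fold change of −2.16 (FDR 1.1e-11) in mutant GT over control GT in the authors' deposited table. Of 580 regions near 25 genes of the GT and pericloacal mesoderm, listed beforehand, 35 were less accessible in mutant GT than in control GT and 9 more in the authors' deposited table (36 and 9 when adjusted over the list alone). Against 10000 random lists of genes with similar numbers of regions the two-sided p was 0.0002, the smallest they can give, and 0.004 after adjustment over 120 list tests. The adjusted p rose to 0.144 when regions were given to the nearest start of any gene rather than of coding genes. Six2 had 5 of these less accessible regions and Wnt5a 5, by the calls of the authors' deposited table. The list holds Isl1, Tbx5 and Wnt5a, where the paper places pattern 1 elements from these same libraries. Six2, Hoxa13 and Hoxd13, also listed, are named by the paper from footprints of pattern 1. The list test is therefore not independent of the paper's findings.

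**Figure D1:**
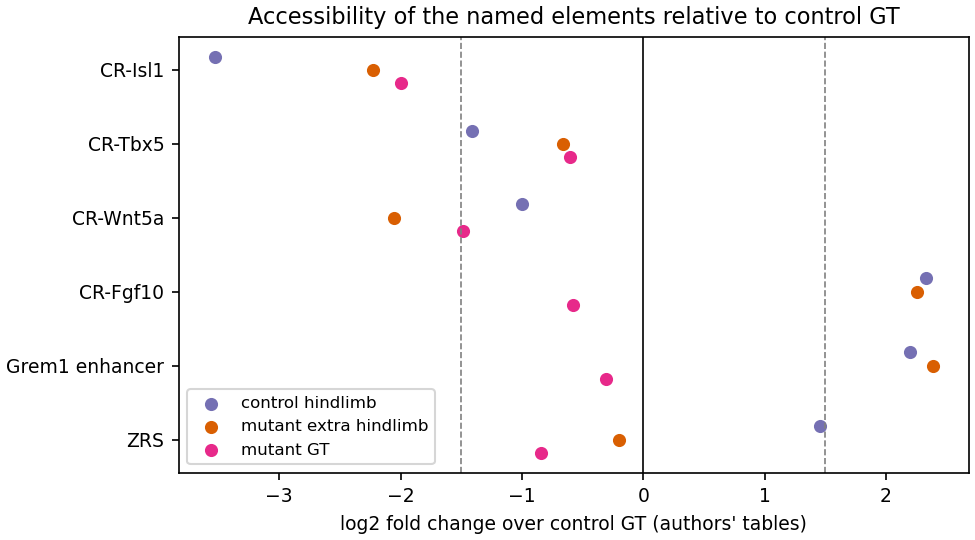
Log2 fold change over control GT (horizontal axis) of the region within each named element (vertical axis) in control hindlimb, mutant extra hindlimb and mutant GT, from the authors' tables, with dashed lines at the threshold of 1.5 in each direction. CR-Isl1 lies beyond −1.5 in all 3 tissues, while CR-Fgf10 and the Grem1 enhancer lie beyond 1.5 in control hindlimb and mutant extra hindlimb alone.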

When tested using a transgenic reporter assay, one of the elements associated with *Tbx5* showed activity in the pericloacal region [*n* = 6/14] (Fig. 4I’). Interestingly, it did not activate overt forelimb expression (Supplementary Fig. 4A), the major expression domain of this gene^14^, further indicating specificity for the pericloacal region. Similarly, the element identified downstream of *Isl1* also largely reproduced *Isl1* expression in the GT when tested in transgenic reporter assays [*n* = 5/12] (Fig. 4J’, Fig. 6B, and Supplementary Fig. 4C). An element associated with *Wnt5a* was also able to activate expression in the GT, although much less frequently than the other elements [*n* = 2/18] (Fig. 4K’). This element was also active in the tail, but it did not promote expression in the hindlimb. Together, these observations are consistent with these elements indeed representing enhancers potentially involved in the expression of the relevant genes in the pericloacal area.

**Fig. 6:**
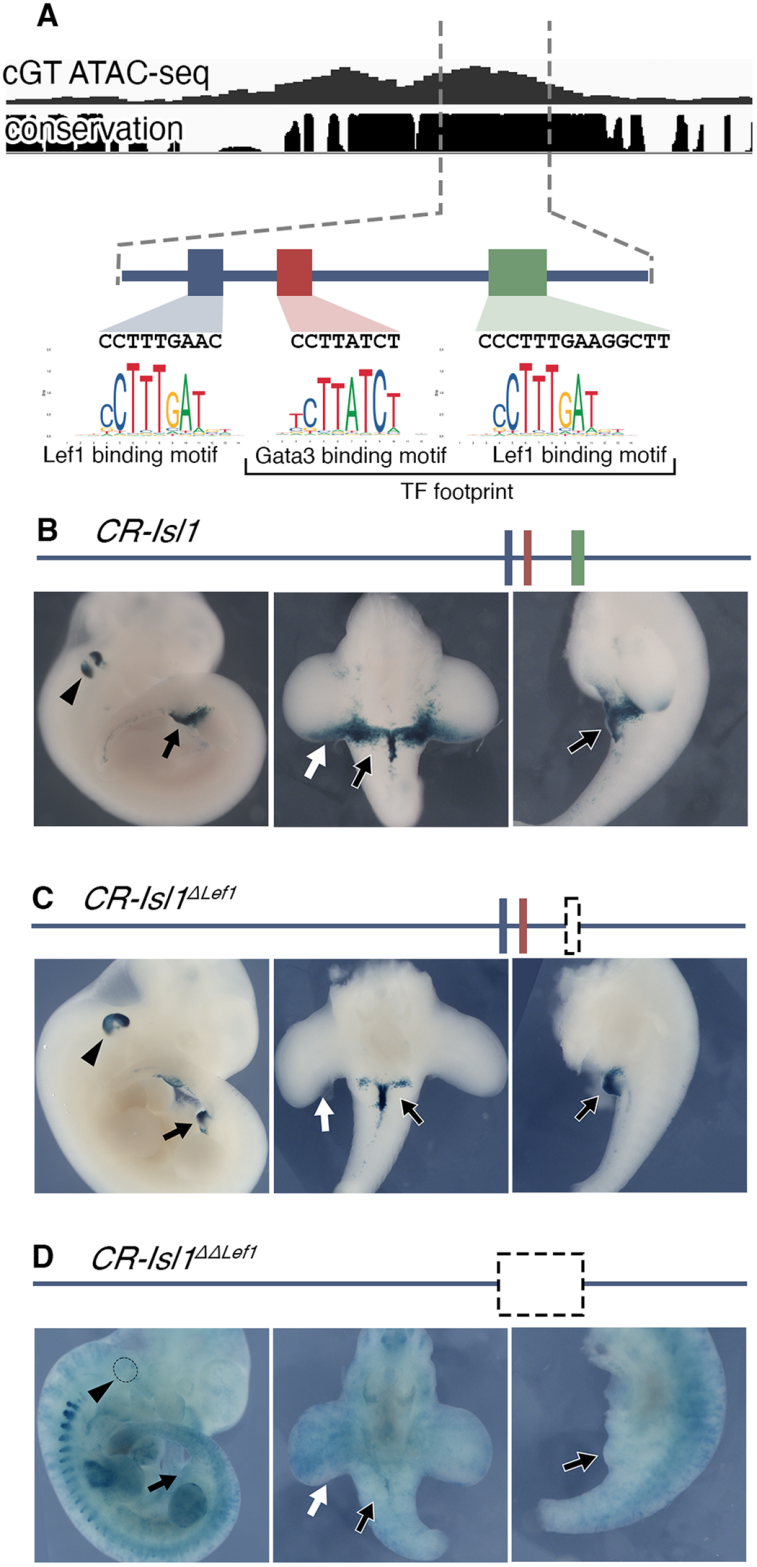
*CR-Isl1* is a potential Wnt-responsive element. **A** Schematic representation of the *CR-Isl1* region of Fig. 4J. The top panel shows the ATAC-seq signal in control GT and the placental conservation score. The footprint corresponded to a ~65 bp region containing a Gata3 binding motif (red), and Lef1 binding motif (green). An additional Lef1 binding motif (blue) was identified 21 bp upstream of the Gata3 motif, although it was not included within the footprint. The genomic sequences of these motifs are shown along with position frequency matrices (PFMs). Activation of the β-galactosidase reporter by the *CR-Isl1* (**B**), *CR-Isl1*^*DLef1*^ (**C**), and *CR-Isl1*^*DDLef1*^ (**D**) elements in E11.5 embryos. Black arrowheads show expression in otic vesicle; white arrow indicates expression in the posterior limb bud; black arrow shows expression in the GT.

We found pattern 2 elements in regions associated with genes playing essential roles during the earliest stages of limb development, which could thus play a relevant role in promoting limb fates from the pericloacal mesoderm (Fig. 5C, D). 

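Genes of the early limb bud had more regions opening in the mutant extra hindlimb than closing, against both control GT and mutant GT. Hand2, which lies upstream of Shh in the posterior limb bud, Jag1, a Notch ligand of limb mesenchyme, Gli3 and Fgf10 took part in this. Of 920 regions near 33 limb bud genes, 85 were more accessible in mutant extra hindlimb than in control GT and 28 less in the authors' deposited table (92 and 30 when adjusted over the list alone). Against mutant GT the authors' deposited table calls 45 more accessible and 4 less (46 and 5 when adjusted over the list alone). Both comparisons had a two-sided permutation p of 0.0002, the smallest that 10000 matched random lists can give, and 0.004 adjusted over all lists. When regions were given to the nearest start of any gene, the adjusted p was 0.206 against control GT and 0.18 against mutant GT, which ends both calls. The list holds Fgf10, Grem1 and Fmn1, loci of the paper's pattern 2 elements from these same libraries. Its test is therefore not independent of the paper's findings. In mutant GT against control hindlimb, 72 of the 920 were more accessible and 123 less (p 0.0006, adjusted 0.009, or 0.271 with the nearest start of any gene, and 72 and 123 when adjusted over the list alone). Hand2 had 6 more accessible and 1 less of 41 in mutant extra hindlimb over control GT, and Jag1 5 and 1, in the authors' deposited table. Over mutant GT, Gli3 had 6 more accessible and 0 less of 46, and Msx1 5 and 0 of 30, in the authors' deposited table. In the computed comparison of mutant GT with control hindlimb, Lmx1b had 3 more accessible and 12 less, Gli3 2 and 9 and Pitx1 2 and 8. A region in an intron of Pcbd2, on chromosome 13 from 55733680 to 55734752 and 96.7 kb from Pitx1, had a log2 fold change of 2.15 in control hindlimb and 1.30 in mutant extra hindlimb over control GT in the authors' deposited table.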

As for pattern 1 elements, these regions were also highly conserved among vertebrates. We found pattern 2 elements in the *Fgf10* genomic region (Fig. 5C), a gene activated in the mesenchyme adjacent to the cloaca entering hindlimb fate in the mutant embryo (Fig. 2D, D’). 

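An intronic region of Fgf10, which encodes the mesenchymal growth factor that starts limb outgrowth, was open in both limb tissues and much less open in both GT tissues. The promoter of Fgf10 differed little between the tissues. The region lies within CR-Fgf10 on chromosome 13 from 118746206 to 118746940, 31.5 kb from the start of the gene. Its log2 fold change was 2.33 (FDR 1.6e-23) in control hindlimb over control GT and 2.84 (FDR 3.5e-28) in mutant extra hindlimb over mutant GT in the authors' deposited table. Between mutant extra hindlimb and control hindlimb the log2 fold change was −0.07 (FDR 0.80) in the authors' deposited table, and between mutant GT and control GT it was −0.58 (FDR 0.130). The computed log2 fold change in mutant GT over control hindlimb was −2.91 (FDR 4.9e-30 from the chi-square test). At the promoter, from 118714186 to 118716112, log2 fold changes were 0.49 between the control tissues and 0.52 between the mutant tissues in the authors' deposited table. Fgf10 has 24 regions, of which 1 met pattern 2. In mutant extra hindlimb over mutant GT, 6 of the 24 were more accessible and 0 less by the authors' deposited table.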

Interestingly, published ChIP-seq data from forelimb buds^60,61^ showed binding of Gli3 and Hoxa13 to one of these elements, located within an intronic region of *Fgf10* (Fig. 5C), indicating that it might respond to Shh and/or Hoxa13 activities in the developing limb buds. The lack of accessibility of this element in the GT of wild type embryos might thus suggest that Tgfbr1 signaling renders this enhancer blind to endodermal Shh and/or the strong pericloacal Hoxa13 (and maybe also Hoxd13) expression^34^, consistent with absent *Fgf10* at early stages in this tissue (Fig. 2D). Rather surprisingly, this element failed to generate reporter activity in transgenic embryos [*n* = 10]. We still do not understand whether this reflects real lack of activity or the absence of proper genomic context for their activity.

Another potentially relevant pattern 2 element was located within the *Fmn1* locus, matching the position of one of the enhancers (element 7 in ref. ^62^) controlling *Grem1* in the limb buds (Fig. 5D) that had been shown to respond to Shh activity from the zone of polarizing activity (ZPA)^62,63^. In wild type embryos *Grem1* expression is not detected in the pericloacal mesoderm or in the GT (Fig. 5E), indicating that in these tissues *Tgfbr1* might render the *Grem1* regulatory elements blind to endodermal Shh. The inaccessible state of this *Grem1* enhancer in the GT (Fig. 5D) is consistent with this hypothesis. Conversely, the gain of accessibility of the *Grem1* enhancer in the extra hindlimb suggests that in the absence of *Tgfbr1* the pericloacal mesoderm could become responsive to the endodermal Shh. 

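The Grem1 enhancer in the Fmn1 locus was as open in the mutant extra hindlimb as in the control hindlimb, and both were far above the GT tissues. Grem1 encodes a secreted BMP antagonist that keeps the apical ridge active, and Fmn1, a formin gene, hosts its limb enhancers. Another region near Grem1 went the other way and was most open in control GT. The enhancer's region lies on chromosome 2 from 113581005 to 113582226, 176 kb from the start of Grem1, with 82.2% of it inside the tested element. Its log2 fold change over control GT was 2.2 (FDR 2.0e-18) in control hindlimb, 2.39 (FDR 5.5e-21) in mutant extra hindlimb and −0.31 (FDR 0.515) in mutant GT in the authors' deposited table. Over mutant GT, the mutant extra hindlimb had 2.69 (FDR 1.2e-23) in the authors' deposited table, and against control hindlimb 0.19 (FDR 0.487). The computed log2 fold change in mutant GT over control hindlimb was −2.51 (FDR 1.3e-20). The promoter of Grem1, from 113756756 to 113759185, had −0.83 (FDR 1.9e-06) in mutant extra hindlimb over control hindlimb in the authors' deposited table. At 31.3 kb from the start of Grem1, the region from 113726776 to 113727372 met pattern 1, with log2 fold changes over control GT of −3.22 in control hindlimb, −2.30 in mutant extra hindlimb and −2.89 in mutant GT in the authors' deposited table. An intronic region of Fmn1 from 113429936 to 113430454 also met pattern 1, with −2.39, −2.27 and −2.97 in the authors' deposited table.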

Considering the capacity of *Grem1* to expand the expression of AER markers^64–66^, this gene is a candidate to contribute to the observed AER extension in the hindlimb primordium of *Tgfbr1-cKO* embryos. *Grem1* expression analyses in *Tgfbr1-cKO* embryos revealed unexpected complexities. Some features of the expression pattern were consistent with *Grem1* becoming responsive to endodermal Shh, as expression was detected in the caudal-most end of the expanded hindlimb next to the endoderm (Fig. 5E’). Rather surprisingly, however, *Grem1* expression was strongly reduced or absent throughout the mesoderm of the extended hindlimb bud of *Tgfbr1-cKO* embryos (Fig. 5E’). *Grem1* limb expression depends on Shh activity from the ZPA^62,67,68^, suggesting that the absent *Grem1* expression resulted from the abnormal *Shh* expression observed in the hindlimb buds of *Tgfbr1-cKO* mutants, which followed spotty patterns beneath the AER instead of forming a well-defined ZPA in the posterior limb bud mesenchyme (Fig. 4A', Supplementary Fig. 3A’).

We explored whether this abnormal *Shh* expression resulted from a functional impact of the absence of Tgfbr1 activity on the ZRS, the regulatory element controlling *Shh* expression in the ZPA^69^. As expected, this region was accessible in wild type hindlimbs (Fig. 5F). Conversely, it was inaccessible in the wild type GT, consistent with the absence of the *Shh* expression in the pericloacal mesoderm or the GT mesoderm, despite the presence of relevant activators of this enhancer, like Hand2, Hoxa13 and Hoxd13^17,34,70,71^ [the endodermal *Shh* expression is under the control of a different enhancer^72^, which was accessible in both GT samples (Supplementary Fig. 3D), consistent with conserved endodermal *Shh* expression in the *Tgfbr1-cKO* embryos]. 

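The ZRS, the limb enhancer of Shh, was more open in the control hindlimb than in the control GT. It lies far from Shh, in an intron of Lmbr1, a membrane protein gene. The region within the ZRS lies on chromosome 5 from 29314604 to 29315667, 847 kb upstream of Shh, inside a window around the enhancer that was placed from general knowledge. In control hindlimb over control GT its log2 fold change was 1.46 (FDR 1.5e-08) in the authors' deposited table, under the threshold of 1.5. The computed log2 fold change in mutant GT over control hindlimb was −2.30 (FDR 3.9e-16).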

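An intron of Rnf32, a ring finger gene that neighbours Shh, was taken from general knowledge as the site of the endodermal enhancer of Shh, since no coordinates are given. One region of it was far less open in the control hindlimb than in both GT tissues, and another was more open there than in the control GT. At the ZRS, mutant GT and control GT did not differ past the thresholds. The Rnf32 intron region lies on chromosome 5 from 29211854 to 29212780. Its log2 fold change was −3.27 (FDR 4.4e-29) in control hindlimb and 0.25 (FDR 0.429) in mutant GT over control GT in the authors' deposited table. In mutant extra hindlimb it was −1.98 (FDR 1.9e-13) over control GT and −2.23 (FDR 1.6e-16) over mutant GT in the authors' deposited table. The computed log2 fold change in mutant GT over control hindlimb was 3.52 (FDR 5.4e-31). The ZRS had a log2 fold change of −0.84 (FDR 0.0250) in mutant GT over control GT in the authors' deposited table. A fold change cannot show that a region is closed, and no level per tissue was used here. A smaller Rnf32 intron region, from 29213855 to 29214198, was more accessible in control hindlimb than in control GT, with 1.76 (FDR 4.1e-05) in the authors' deposited table.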

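In the mutant extra hindlimb the ZRS, the limb enhancer of Shh, was less open than in the control hindlimb and did not differ from the control GT. A region near Shh itself was less open than in the control hindlimb too. It was picked for the smallest FDR in this same comparison, so its change there follows from the choice. For the ZRS the log2 fold change in mutant extra hindlimb was −1.66 (FDR 4.1e-10) over control hindlimb and −0.20 (FDR 0.641) over control GT in the authors' deposited table. Over mutant GT it was 0.64 (FDR 0.176) in the authors' deposited table. The ZRS met all conditions of lower accessibility in the GT and mutant tissues at a log2 fold change beyond 1, and not at 1.5. The Shh region with the smallest FDR lies on chromosome 5 from 28460516 to 28460994, 6.26 kb from the start of Shh, the gene for the ligand of the posterior limb bud. It had 2.2 (FDR 7.6e-14) in control hindlimb over control GT and −1.59 (FDR 2.4e-08) in mutant extra hindlimb over control hindlimb in the authors' deposited table. The computed log2 fold change of this Shh region in mutant GT over control hindlimb was −1.70, so it passed the 3 conditions at 1.5.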

Remarkably, the ZRS was also non-accessible in the hindlimb region of *Tgfbr1-cKO* embryos, consistent with the observed abnormal *Shh* limb expression (Fig. 5F). Therefore, Tgfbr1 seems to also control ZRS accessibility to their regulatory transcription factors. Interestingly, this enhancer is part of an additional pattern (pattern 3) consisting of elements requiring Tgfbr1 activity to become accessible in the limb bud. 

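Regions open in the control hindlimb and less open in the control GT and both mutant tissues were the most numerous of the 3 patterns. They lay near Auts2, a gene of transcriptional activation in neural and other tissues, Mecom, a zinc finger gene of limb and blood, and Frmd4a, a gene of cell polarity. Limb genes had some of them, though no more than random genes by the list test, namely Ets1, a transcription factor that acts on the ZRS, Hand2, Isl1, Lhx9, a LIM homeobox gene of limb mesenchyme, and Pitx1. Higher accessibility in control hindlimb than in each of the other 3 tissues held for 5828 regions near 2343 genes. Auts2 had 8 of its 157 regions in the set, Mecom 8 of 136 and Frmd4a 8 of 129. Ets1 had 4 of 42, Hand2 3 of 41, Isl1 3 of 19, Lhx9 2 of 18 and Pitx1 2 of 33. Of the 920 regions of the limb bud list 26 lay in the set, a share of 2.83% that random lists often reached (permutation p 0.304, adjusted 1, past no threshold). Hoxd11, a posterior Hox gene of the limb, had 1 of 4, and Tcf7l2 had 3 of 105. Ranked by the smallest of the 3 fold changes, the first region lies in an intron of Lama2, a laminin gene, near Arhgap18, on chromosome 10 from 26993946 to 26994696. Its log2 fold change was 4.02 in control hindlimb over control GT and −4.05 in mutant extra hindlimb over control hindlimb in the authors' deposited table, and the computed value in mutant GT over control hindlimb was −4.04. In an intron of Zfhx3, a zinc finger homeobox gene, the region on chromosome 8 from 108671875 to 108672457 had 3.50 and −4.17 in the authors' deposited table and a computed −4.24. Near Frmd4a, the region on chromosome 2 from 4546760 to 4547628 had 4.14 and −3.57 in the authors' deposited table and a computed −3.54. Of the set, 546 (9.37%) lay at promoters and 2466 (42.3%) between genes, against 17.1% of the other regions at promoters (Fisher's exact test, two-sided, FDR 2.6e-61). The count was 10731 at a log2 fold change beyond 1 and 2035 beyond 2.

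**Figure D2:**
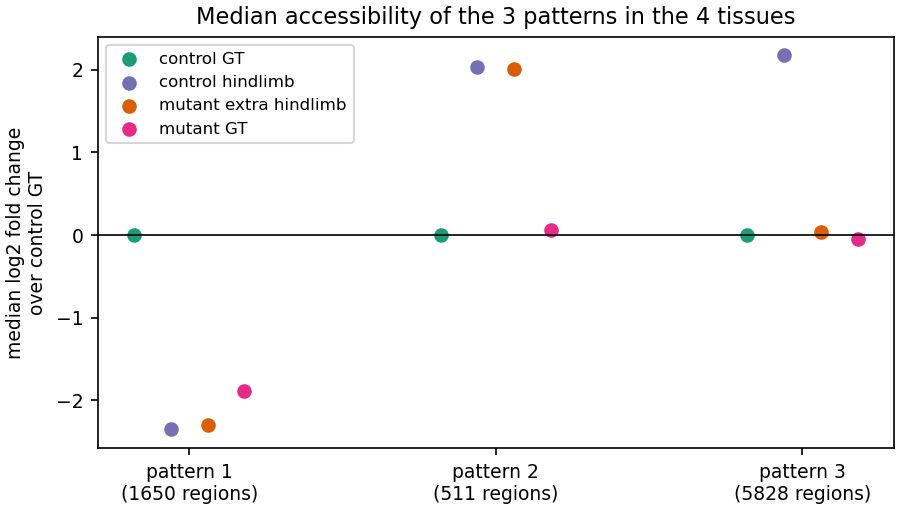
Median log2 fold change over control GT (vertical axis) of the regions of patterns 1, 2 and 3 in control GT, which is 0 by definition, control hindlimb, mutant extra hindlimb and mutant GT, from the authors' tables. Pattern 1 regions lie at −2.35, −2.29 and −1.89 in the 3 other tissues, pattern 2 regions at 2.04, 2.01 and 0.06, and pattern 3 regions at 2.17, 0.04 and −0.05.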

Analysis of the ATAC-seq data revealed that 5764 (Log_2_FC > 1.5; FDR < 1e^−3^) elements fit the criteria of this pattern (Fig. 5B, B’). 

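Mutant and control tissue differed by different amounts in the GT and in the hindlimb pair at many regions, in both directions. The hindlimb pair sets the mutant extra hindlimb, which the paper derives from the pericloacal mesoderm, against the control hindlimb. The anterior hindlimb of the mutant was not among the 4 tissues. Genotype and tissue of origin therefore cannot be told apart in the hindlimb pair, nor in the difference between the pairs. CR-Isl1, the element near Isl1, was lower in mutant GT than in control GT and not lower in mutant extra hindlimb than in control hindlimb, whereas regions near Arhgap18 and in Zfhx3 were lower by far more in the hindlimb pair than in the GT pair. The log2 fold change of mutant GT over control GT minus that of mutant extra hindlimb over control hindlimb was tested region by region, by the chi-square test of the computed difference with Benjamini-Hochberg adjustment. Over all regions the test called 5359 with the higher value in the GT pair and 9321 with the lower. At CR-Isl1 the difference was −3.30 on the log2 scale (standard error 0.442, FDR 1.5e-11). The region near Arhgap18 had 4.02, and that in Zfhx3 3.43. At the ZRS it was 0.82 (FDR 0.128), which did not pass the test. Near Tbx5, the region 56.9 kb downstream had −3.12, and the Grem1 region of pattern 1 had −3.81. The Tbx5 region was picked for its FDR in mutant GT over control GT, which is one term of the difference. Apart from it and the ZRS, these are regions of patterns 1 and 3. The definitions of these patterns push the difference down and up, so the choice favours its sign at them without fixing it.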

The complementary tissue specificities of patterns 1 and 3 indicates context dependency for Tgfbr1 activity in the modulation of genomic configuration.

### Footprinting analysis on elements differentially accessible in the GT

The canonical Tgfbr1 signaling pathway involves activation of Smad2 or Smad3 that recruit Smad4 and enter the nucleus where they interact with Smad-responsive elements to regulate gene expression^73^. It has been shown that Smads can interact with chromatin remodelers, like Foxh1 or components of the SWI/SNF complex to promote accessibility of enhancers that are later regulated by Smad transcriptional activity^74–76^. To understand whether a similar mechanism might be involved in the reorganization of the regulatory landscape in the pericloacal mesoderm we performed a transcription factor footprint analysis and subsequently motif enrichment on the ATAC-seq profiles using HINT-ATAC^77^. 

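Footprints of the Smad factors, which carry TGF-beta and BMP signals to DNA, were less frequent in pattern 1 entries than in the background of all control GT peaks. Smad2 and Smad3 are the effectors of Tgfbr1, Smad1 serves BMP signals and Smad4 is their shared partner. The counts are the paper's own, in Supplementary Data 1, and the tests of their tables were computed here with Fisher's exact test, two-sided, adjusted over 523 motifs. SMAD3 was found in 1.06% of pattern 1 entries against 1.72% of background entries (odds ratio 0.614, FDR 7.8e-17). For SMAD2 the shares were 1.18% and 1.51% (odds ratio 0.783, FDR 4.6e-05). SMAD1 had 0.699% and 1.04% (odds ratio 0.673, FDR 1.3e-07). SMAD4 had 0.765% and 0.970% (odds ratio 0.787, FDR 0.00156). Over all 523 motifs, 129 were more frequent in pattern 1 entries, 205 less frequent and 189 not different. A lower share was therefore not particular to the Smad motifs. Pattern 1 also held fewer promoters (8.24% against 17.0% of the other regions tested), and the tests do not allow for this. The entries total 26026 for pattern 1, more than its number of regions, so what an entry counts is open.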

We did not find enrichment of Smad footprints in the accessible regions of the pericloacal mesoderm of wild type embryos (Supplementary Data 1). Similarly, the transcription factor Foxh1, previously shown to interact with Smad proteins was also not found enriched in these elements. These results indicate that the mechanism by which Tgfbr1 signaling modulates accessibility of regulatory regions is likely to be different from that described for the regulation by Tgfβ or Nodal in cell lines^74–76^. The lack of enrichment for Smad footprints in the elements specifically accessible in the GT of wild type embryos indicate that Smad-dependent signaling is unlikely to be a major component participating in the promotion of genital fates in the pericloacal mesoderm.

Additional analysis of these footprints revealed enrichment in signals associated with factors known to play significant roles in the development of the external genitalia, including Hoxa13, Hoxd13, Isl1, Six2 or effectors of the canonical Wnt pathway like Lef1, Tcf7 or Tcf7l. 

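Footprints of Six2, Hoxa13 and Hoxd13 were more frequent in pattern 1 entries than in the background. Those of Isl1 and of the Wnt effectors Lef1, Tcf7l1 and Tcf7l2 were so by smaller margins, and Tcf7 did not pass the one-sided test after adjustment. Six2 is a homeobox factor of genital and kidney mesenchyme, and Hoxa13 and Hoxd13 are the posterior Hox factors needed for limb and genital outgrowth. From the paper's counts in Supplementary Data 1, Fisher's exact test, one-sided for enrichment, placed SIX2 first of all motifs, in 341 of 26026 pattern 1 entries (1.31% against 0.604%, odds ratio 2.2, p 1.2e-35). HXA13 had 0.722% against 0.352% (odds ratio 2.06, p 3.8e-18), and HXD13 0.519% against 0.296% (odds ratio 1.76, p 3.1e-09). TF7L1 had an odds ratio of 1.48 (p 9.0e-08) and TF7L2 1.27 (p 0.00127). ISL1, the LIM homeobox factor, had 1.32 (p 0.00162, FDR 0.0101), and LEF1, the Wnt effector, 1.18 (p 0.00553, FDR 0.0268). For TCF7 the odds ratio was 1.15 (p 0.0138, FDR 0.0572), and the two-sided FDR was 0.0404. CDX2 and CDX1, caudal factors of the hindgut and posterior body whose motifs resemble those of posterior Hox factors, had odds ratios of 1.98 (p 5.8e-26) and 1.85 (p 2.4e-22). GATA3, a zinc finger factor of the urogenital tract, had 1.21 (p 0.0391, FDR 0.148), which did not pass. In all, 123 of 523 motifs were enriched at an adjusted p under 0.05. These tests too do not allow for the smaller share of promoters in pattern 1. At the genes themselves, a region 5.78 kb from Six2, on chromosome 17 from 85681600 to 85682477, met pattern 1, with a log2 fold change of −1.91 in mutant GT over control GT in the authors' deposited table. An intronic region of Lef1, on chromosome 3 from 131196064 to 131197017, had −1.52 in the same comparison of the authors' deposited table and a computed −1.67 in mutant GT over control hindlimb.

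**Figure D3:**
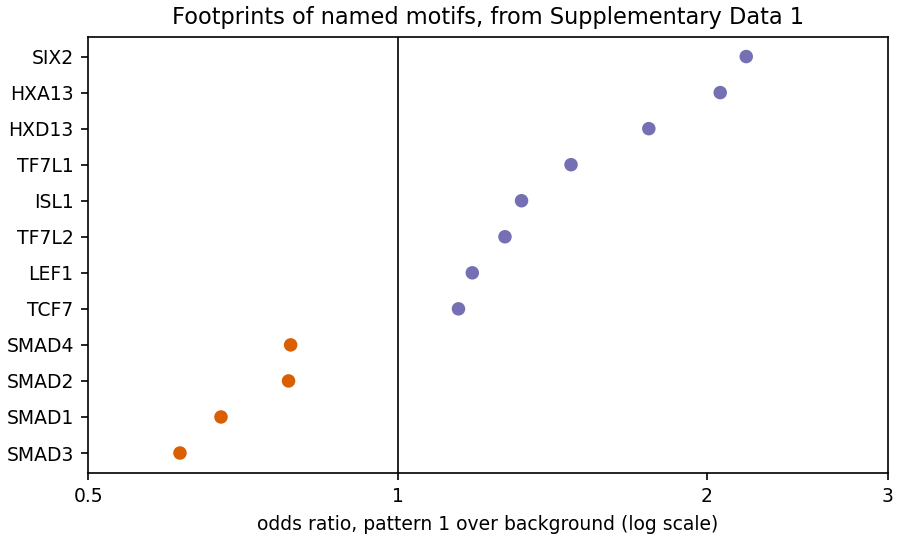
Odds ratio (horizontal axis, log scale) of each named motif's footprints in pattern 1 entries over background entries, computed from the counts of Supplementary Data 1, with the line at 1 for no difference. The 8 motifs named for the GT lie between 1.15 and 2.2, and the 4 Smad motifs between 0.614 and 0.787.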

As a proof of principle to understand the relevance of these footprints in the regulation of pattern 1 elements, we focused on a Lef1 binding motif identified in the TF footprint analysis within the *CR-Isl1* chromatin region analyzed above (green rectangle in Fig. 6A). We tested the functional relevance of this potential Lef1 binding site, by generating a mutant version of this enhancer lacking this site (*CR-Isl1*^*ΔLef1*^) and testing its activity in the β-galactosidase transgenic reporter assay (Fig. 6C and Supplementary Fig. 4D). When compared to the wild type enhancer (Fig. 6B, Fig. 4J’ and Supplementary Fig. 4C) *CR-Isl1*^*ΔLef1*^ transgenic embryos showed reduced activity in the GT mesenchyme, and no activity in the posterior part of the hindlimb typically observed in the control embryos [6/15] (Fig. 6C and Supplementary Fig. 4D). In addition, *CR-Isl1*^*ΔLef1*^ activated β-galactosidase expression in the otic vesicle (Fig. 6C and Supplementary Fig. 4D), likely derived from a conserved Gata3 motif within the TF footprint (red rectangle in Fig. 6A) at level comparable to that observed in *CR-Isl1* transgenics (Fig. 6B, Supplementary Fig. 4C), which served as an internal control to evaluate reporter expression. This is consistent with potential relevance of this Lef1 binding site for the activity of this *Isl1* associated regulatory element, and thus, to respond to canonical Wnt signaling in the GT. It is possible that the residual activity of *CR-Isl1*^*ΔLef1*^ in the GT derived from the presence of an additional Lef1 binding motif slightly upstream on the TF footprint (blue rectangle in Fig. 6A). We therefore tested the activity of a deletion mutant of this enhancer including both Lef1 binding motifs and the region between them (*CR-Isl1*^*ΔΔLef1*^). Transgenic embryos for this construct had no sign of activity in the GT, limbs, or the otic vesicle [2/7], promoting instead extensive reporter activation throughout the embryo or in different parts of the embryo unrelated to the areas of activity associated with the *CR-Isl1* enhancer (Fig. 6D, Supplementary Fig. 4E). This pattern contrasts with those obtained with *CR-Isl1* or *CR-Isl1*^*ΔLef1*^, which were consistently almost restricted to the GT and otic vesicle. Together, these results are compatible with the interpretation that Tgfbr1 signaling renders the *CR-Isl1* enhancer accessible to its regulation by canonical Wnt signaling in the pericloacal region.

## Discussion

The capacity of the pericloacal mesoderm of mouse embryos to generate both external genitalia and hindlimb structures reveals a remarkable degree of developmental plasticity in this tissue. This finding provides an additional dimension to the developmental connection between the hindlimb and the GT, previously suggested by the considerable overlap in their regulatory networks^9,17–19^. It should be noted that *Tgfbr1-cKO* embryos develop two independent hindlimb structures despite being first induced seemingly as a single bud with a common AER extending into the pericloacal mesoderm. 

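At regions that set the control hindlimb apart from the control GT, the mutant extra hindlimb stayed nearer to the GT at most of those opened in the hindlimb. At regions opened in the GT it lay close to midway. Lmx1b and Hand2, which serve dorsal fate and the posterior limb bud, had more regions opened than closed over control GT in both limb tissues, while genes of the limb skeleton went both ways in the mutant extra hindlimb, with closed regions alone at Runx2, the master gene of bone, and mostly opened ones at Sox9, a gene of cartilage. At the 13541 regions more accessible in control hindlimb than in control GT, the mutant extra hindlimb covered a median of 26.5% of the way to the hindlimb, and 9858 (72.8%) were nearer to control GT. At the 16528 regions more accessible in control GT, it covered 47.8%, and 8611 (52.1%) were nearer to control GT. Mutant GT covered 9.12% and 25.3% of the way at these regions. Higher accessibility than control GT in both control hindlimb and mutant extra hindlimb held for 1542 regions and lower accessibility in both for 4610, where independent calls would give 498 and 663. Simulated unchanged groups sharing the control gave 0 and 0, but they give no calls at these thresholds in any case. That simulation cannot show what the shared control adds to these counts. The fold changes of mutant extra hindlimb and mutant GT over control GT correlated across regions (Pearson r 0.685, covariance 0.517), where unchanged groups sharing the control gave 0.506 and a covariance of 0.0985. Regions are not independent replicates, and part of this excess may come from the shared control. Between the control tissues, Lmx1b had 10 regions more accessible in the hindlimb and 2 less, and Hand2 had 7 and 1, in the authors' deposited table. In mutant extra hindlimb over control GT, Lmx1b had 8 more accessible and 0 less, and Hand2 6 and 1, in the authors' deposited table. The list of limb bud genes had 83 more accessible and 47 less in control hindlimb than in control GT in the authors' deposited table (permutation p 0.0028, adjusted 0.0373, or 0.178 with regions within 20 kb of a start and 0.786 with the nearest start of any gene, and 84 and 47 when adjusted over the list alone). Runx2 had 0 of its 29 regions more accessible in mutant extra hindlimb than in control GT and 5 less, Sox9 had 6 and 1, and the whole limb skeleton list 14 and 18 (adjusted permutation p 0.782, and 14 and 18 when adjusted over the list alone), in the authors' deposited table. For the GT and pericloacal list the mutant extra hindlimb had 21 more accessible and 34 less than control GT in the authors' deposited table (permutation p 0.0682, adjusted 0.372), past no threshold.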

The PC analysis of ATAC-seq profiles showed that the tissue eventually generating the extra hindlimb keeps a high degree of similarity with the GT of wild type embryos (PC1 in our analysis), despite the simultaneous loss of some GT signatures and the acquisition of several limb-like characteristics (PC2 in our analysis). It is thus possible that the tissues originating from the pericloacal mesoderm and the somatopleure-derived limb field contain distinct cell affinity properties that would prevent the two tissues from merging into a single hindlimb bud, thus generating two independent structures when exposed to limb-promoting inputs. Alternatively, the two independent limb structures could result from a discontinuous patterning process already present during the earliest stage of limb primordia. Indeed, the expression profiles of patterning genes show discontinuities between the anterior and posterior prominences of the mutant hindlimb field prior to limb morphogenesis. Further experiments will be required to properly understand the cellular and molecular basis of the formation of two instead of a single larger hindlimb structure in *Tgfbr1-cKO* fetuses.

The Tgfbr1-dependent differentiation plasticity of the pericloacal mesoderm, together with its apparent inability to mix with the primordial limb mesoderm has important implications for both the development and evolution of the limb and genital area of tetrapods. It has been suggested that in mice the posterior displacement of the developing cloaca relative to the hindlimb was key to disconnect the hindlimb field from the influence of the cloacal signals that induce the GT, thus allowing the somatic lateral plate mesoderm and the ventral lateral mesoderm entering hindlimb and genital fates, respectively^20^. This contrasts with the position of those structures in squamates, in which the cloaca is formed just adjacent to the hindlimb field, a configuration that has been suggested to promote development of paired external genitalia (hemipenises) instead of hindlimbs from these primordia in snakes^20^. However, similar proximity was also observed in lizards that develop both paired external genitalia and hindlimbs^20^. In addition, and most importantly, the phenotype of the *Tgfbr1-cKO* embryos shows that the mesoderm adjacent to the cloaca can form limb structures, indicating that the intrinsic properties of the mesoderm are key determinants of the differentiation route it will enter. It will be therefore interesting to determine whether a mechanism related to the developmental plasticity uncovered by our work, including possible changes in cell affinity properties of prospective hindlimb and genital primordia, could help explaining the absence of hindlimbs in snakes but their presence in most lizards.

We showed that *Tgfbr1* modifies the profile of chromatin accessibility in the pericloacal mesoderm. The involvement of Tgfβ/BMP signaling in chromatin remodeling has been reported before for Tgfβ and Nodal signals^74–76^. In those cases, this resulted from the interaction of Smads with chromatin remodelers like Foxh1 or components of the SWI/SNF complex, which would turn Smad-responsive enhancers accessible and enable the Smad transcriptional activity^74–76^. Although a similar mechanism could contribute to Tgfbr1 activity in the pericloacal and limb mesoderm, so far, we did not find evidence showing involvement of Smads in this developmental context. We did not detect enrichment of Smad binding to elements rendered accessible by *Tgfbr1* using HINT-ATAC^77^ on the ATAC-seq profiles. Instead, this analysis showed some enrichment in footprints for factors known to play important roles in GT development. Even considering the limitations of the bioinformatic approach, these observations indicate that Tgfbr1 establishes the collection of regions accessible and inaccessible to regulatory factors, which are clearly not restricted to the downstream effectors of the Tgfbr1 pathway. It should also be considered that many chromatin regions gain accessibility in the absence of *Tgfbr1*, indicating that Tgfbr1 activity can also render chromatin regions non-accessible. However, the involvement of a Smad-dependent process in the layout of the chromatin accessible landscape of the pericloacal mesoderm cannot be ruled out, as Smad activity could be required at earlier developmental stages, controlling the initial steps that establish the regulatory landscape without leaving recognizable signatures at later stages, and thus not present in our analyses.

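Regions that were more open in both mutant tissues than in both control tissues outnumbered regions that were less open in both, by a ratio that shrank at looser fold change thresholds and grew at looser FDR thresholds. Lin28a, an RNA-binding gene of early embryonic cells and of the trunk to tail transition, Foxf1 and Hand1, genes of lateral and extraembryonic mesoderm, and Dlk1 lay near several of them. There were 1615 regions higher in both mutant tissues than in both controls and 567 lower in both, 3104 and 1639 at a log2 fold change beyond 1, and 3433 and 2090 with no fold change threshold. At an FDR under 0.05 they were 2280 and 692. Lin28a had 3 of its 7 regions among the 1615, Foxf1 3 of 31, Hand1 3 of 30 and Dlk1 3 of 40. The GT and pericloacal list, which holds Foxf1 and Hand1, had 7 of 580 regions in the set, 1.21% against a median of 0.69% in random lists (permutation p 0.272). The limb bud list, which holds Lin28a, had 13 of 920, 1.41% against 0.76% (permutation p 0.0784). No gene list passed for this set after adjustment. Fgf10 had 2 of 24, Hoxc4, an anterior gene of the HoxC cluster, 2 of 24 and Smad7, an inhibitor induced by TGF-beta, 1 of 52. Hbb-y, an embryonic globin gene, had 1 of 7, the only 1 of the 55 regions of the blood cell list in the set (permutation p 0.550, adjusted 1). Over that whole list the median log2 fold change over control GT was 0.71 in mutant extra hindlimb and 0.72 in mutant GT, and over control hindlimb 1.44 in mutant extra hindlimb, in the authors' deposited table, and the computed median of mutant GT over control hindlimb was 1.23. At the Lin28a promoter, on chromosome 4 from 134018700 to 134020269, the log2 fold change was 1.66 (FDR 3.5e-17) in mutant extra hindlimb and 1.58 (FDR 3.5e-15) in mutant GT over control GT in the authors' deposited table. Over control hindlimb the mutant extra hindlimb had 1.87 (FDR 9.8e-22) in the authors' deposited table, and the computed value of mutant GT was 1.79 (FDR 4.4e-20). Among the 567 lower regions, Six2 had 1 of 25, Dmrt2, a gene of somite patterning, 2 of 17 and Runx2 1 of 29. Higher accessibility than control GT in both mutant tissues held for 1971 regions, where independent calls would give 145. Lower accessibility than control GT in both held for 3293, where independent calls would give 223. These values do not allow for the shared control. Simulated unchanged groups gave 0 shared calls, but they give none at these thresholds in any case, so the simulation cannot show what the shared control adds. Promoters held 9.91% of the 1615 and 9.88% of the 567, and 43.0% and 42.9% were intergenic.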

Our work thus suggests a model according to which *Tgfbr1* controls the differential morphogenesis of the limb and GT primordia by determining the set of enhancers accessible or inaccessible to mediate the activity of patterning inputs. This regulatory mode gains relevance when considering that many of these inputs are common to both structures, despite generating mature structures as anatomically different as the hindlimbs and external genital structures^9,17–19^. This idea can be illustrated by two examples. One of them concerns the *Grem1* enhancer, involved in *Grem1* activation in the limb bud in response to Shh from the ZPA^62^. This enhancer is non accessible in the pericloacal mesoderm of wild type embryos, fitting with the lack of Grem1 expression in the pericloacal mesoderm of wild type embryos despite the strong Shh expression in the endodermal cloaca. It however became accessible in the *Tgbfr1*-negative mesoderm generating extra hindlimb, and *Grem1* expression was detected adjacent to the Shh source in the endoderm. The second example refers to the *Isl1* GT enhancer identified in this work. While we found no evidence of direct involvement of effectors of the Tgfbr1 pathway in its activation, our data indicate that *Tgfbr1* renders this enhancer accessible to regulation by the canonical Wnt signaling, a pathway that has been shown to participate in GT development^11^.

The identification of chromatin elements uniquely associated with hindlimb and GT fates might guide the search for the molecular signature that specifies hindlimb or GT development. The large number of elements in each group suggest that these signatures might be quite complex, likely involving the combined activity of several factors. Identification of those factors will be challenging, considering that in mammals enhancers are typically located far from the genes they regulate, which are often not even the closest transcription unit^78^.

An intriguing observation from our experiments was that *Tgfbr1-cKO* embryos were still able to generate mature limb structures that, although malformed, still contained most limb elements despite *Shh* being downregulated in the hindlimb bud. This phenotype contrasts with the absence of most distal elements in *Shh* mutant embryos^79^. It has been shown that a brief pulse of Shh activity during the initial bud stage is enough to promote normal limb development^63^. As the ZRS seems to be silent in *Tgfbr1-cKO* mutants, it is possible that the initial Shh input required to set limb development in motion is provided by the endoderm, facilitated by the extension of the hindlimb field into the pericloacal mesoderm. This would argue in favor of limb polarizing activity intrinsic to cloacal endoderm^31^, and against exclusively pro-genital regulatory potential of cloaca^20^.

A challenging question left open by our work is deciphering the mechanism(s) by which Tgfbr1 activity controls such large-scale remodeling of the regulatory landscape in the target tissues. The lack of enrichment in footprints for Tgfbr1 effectors in the target regions makes a direct activity of the canonical Tgfbr1 pathway in this process unlikely. Instead, it is more probable that this regulation is indirect. Whatever the mechanism or mechanisms, it requires a high degree of coordination, which would still be more challenging if several mechanisms are involved in the generation of the different patterns (e.g., if the control of accessibility and inaccessibility relies on independent mechanisms). Identification of those mechanisms and determining whether they also operate in other physiological and pathological processes under the control of members of the Tgfβ/BMP signaling family might have far reaching implications for our understanding of morphogenetic processes and disease.

## Methods

### Ethics statement

All animal procedures were performed in accordance with Portuguese (Portaria 1005/92) and European (directive 2010/63/EU) legislations and guidance on animal use in bioscience research. The project was reviewed and approved by the Ethics Committee of “Instituto Gulbenkian de Ciência” and by the Portuguese National Entity “Direcção Geral de Alimentação Veterinária” (license reference: 014308).

### Mice

The mice used in this work were maintained on a 12 h light/dark cycle, at 22 °C with humidity ranging between 40 and 60%. Mice used to obtain embryos were between 3 and 6 months old. Generation of the *Tgfbr1*^*Flox*^ mouse lines was previously reported^52^. *Tgfbr1*^3*ex*3*-flox*^ resulted from the same experiments in which *Tgfbr1*^*flox*^ was generated, identified upon sequencing through the *Tgfbr1* locus, which revealed that the exon 3 had been triplicated and the presence of LoxP sites in the introns between the triplicated exons and in those connecting them with exon 2 and exon 4. The *Cdx2Cre*^*ERT*^ mice were previously reported^2^. All these mice had a mixed FBV/N-C57BL/6 background. Mice were genotyped from ear or digit biopsies. Samples were incubated in 50 μL of the PBND buffer (50 mM KCl, 10 mM Tris-HCl, pH 8.3, 2.5 mM MgCl_2_, 0.1 mg/mL gelatin, 0.45% NP40, 0.45% Tween 20) supplemented with 100 μg/mL of proteinase K at 55 °C overnight. Proteinase K was inactivated at 95 °C for 15 min and 1 μL of genomic DNA was used for genotyping by PCR. *Cdx2Cre*^*ERT*^*;Tgfbr1*^*+/−*^ mice were genotyped for the *Cre* allele and *Tgfbr1* null allele; *Tgfbr1*^*flox/+*^ and *Tgfbr1*^*3ex3-flox/+*^ mice were genotyped with primers surrounding 3’-LoxP (primers listed in Supplementary Table 1).

*Tgfbr1-cKO* (*Cdx2Cre*^*ERT*^*;Tgfbr1*^*flox/-*^ or *Cdx2Cre*^*ERT*^*;Tgfbr1*^*3ex3-flox/-*^) embryos were obtained by crossing *Tgfbr1*^*flox/flox*^ or *Tgfbr1*^*3ex3-flox/+*^ females with *Tgfbr1*^*+/-*^;*Cdx2Cre*^*ERT*^ males. Noon of the day of the plug was considered E0.5. To induce recombination pregnant females were treated with tamoxifen (Sigma, T5648) dissolved in corn oil. Tamoxifen was administered at 0.1 mg per gram of body weight by oral gavage either once at E6.75 when *Tgfbr1*^3*ex*3*-flox*^ females were involved, or twice, at E6.75 and E7.25 when *Tgfbr1*^*flox*^ females were involved.

Embryos were obtained by cesarean section and processed for further analyses (see below). They were genotyped from their yolk sacs for Cre, *Tgfbr1*^*−*^ and *Tgfbr1*^*flox*^ when analyzing *Tgfbr1-cKO* embryos or for β-galactosidase when analyzing the reporter transgenic embryos (primers listed in Supplementary Table 1). Specific analysis of the sex of the embryo was not included because at the stages analyzed the external genitalia of males and females have no sex differences. Yolk sacs were collected in 50 μL of yolk sac lysis buffer (50 mM KCl, 10 mM Tris-HCl, pH8.3, 2 mM MgCl_2_, 0.45% Tween-20, 0.45% NP40) supplemented with 100 μg/mL of proteinase K and incubated at 55 °C overnight. Samples were heat-deactivated as previously described and used for PCR.

### Transgenic embryos

To generate transgenic constructs, the relevant enhancers (genomic coordinates shown in Supplementary Table 2) were amplified by PCR (primers in Supplementary Table 1) from genomic DNA and cloned into a vector containing the adenovirus major late promoter, the coding region of the β-galactosidase gene and the SV40 polyadenylation signal^2^. The enhancers were confirmed by direct sequencing. The constructs were isolated from the plasmid backbone, gel-purified using the NZYGelpure (NZYTech #MB01102) and eluted from the columns with 50 μL of the kit’s elution buffer. The purified constructs were diluted in microinjection buffer (10 mM Tris.HCl, 0.25 mM EDTA, pH 7.5) at 2 ng/μL and microinjected into the pronucleus of fertilized FVB/N oocytes according to standard protocols^80^. Microinjected oocytes were transferred into the uteri of pseudopregnant NMRI females and embryos were recovered at E10.5, E11.5 or E12.0 and stained for β-galactosidase activity.

### RT-qPCR

To assess recombination efficiency, the posterior part of the E10.5 *Tgfbr1-cKO* embryos, including their hindlimbs, were dissected in PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, and 1.8 mM KH_2_PO_4_) on ice. Whole E10.5 *Tgfbr1*^*−/−*^ embryos were used as controls. RNA was extracted from fresh tissue using TRI reagent (Sigma, #T9424) according to manufacturer’s protocol. 200 ng of RNA from each sample was used to prepare complementary DNA using a random hexamer mix (NZYTech #MB12901) and following the protocol of the NZY Reverse Transcriptase enzyme (NZYTech #MB12401). All cDNA samples were diluted 1:5 and 1 μL was used in quantitative PCR (qPCR) reactions with iTaq Universal SYBR Green Supermix (Bio-Rad, #1725124), according to manufacturer’s instruction and using the Applied Biosystems QuantStudio 7 flex qPCR System. Primers were localized in exon 3 and exon 4 of *Tgfbr1* mRNA (listed in Supplementary Table 1), so that in case of successful recombination the product is not amplified.

PCR product concentration in each sample was calculated using the standard curve with following formula *Quantity* *=* *10^(mean Ct-b/m)* (where “m” is slope and “b” is an intercept of the standard curve), and *Tgfbr1* expression level was normalized to *β-Actin* expression. Linear model was fitted (Tgfbr1 normalized expression ~Genotype) with R built-in function (lm). Analysis of variance (ANOVA) was performed on the linear model with the built-in function in R (anova). Significance levels between groups of samples were assessed by Tukey method using the “glht” function from “multicomp” package in R. Differences were considered significant at *p < 0.05, **p < 0.01 and ***p < 0.001. Boxplots were generated with “ggplot2” and “ggdignif” packages in R.

### Cell culture and transfection

HEK 293T cells (ATCC #CRL-3216) were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies) supplemented with 10% fetal bovine serum (FBS, Life Technologies) and 1% penicillin/streptomycin at 37 °C in a 5% CO_2_ atmosphere. Cells were seeded in 35 mm plates and when they reached 70% confluency, the medium was changed to transfection medium (DMEM supplemented with 10% FBS). Expression vectors were constructed by amplifying the coding region of the *Tgfbr1* transcript isolated from wild type or *Tgfbr1*^3*ex*3*-flox*^ homozygous embryos by RT-PCR (primers in Supplementary Table 1) and cloned into the pRK5 expression vector. Constructs were verified by sequencing. 3 μg of the plasmids was transfected into the 393T cells using Lipofectamine 2000 (Thermo Fisher Scientific #11668027) according to the manufacturer’s instructions. After 24 h incubation, cells were processed for Western blot analysis.

### Protein extraction and western blot

The transfected cells were washed twice with ice-cold PBS and then 150 μL of lysis buffer (50 mM Tris-HCl, 150 mM NaCl and 1% Triton X-100, pH8.0) was added to each plate and incubated on ice for 10 min Lysates were scraped into microcentrifuge tubes on ice and centrifuged at 20000 rcf for 10 min at 4 °C. The supernatant was collected, frozen on dry ice and stored at −80 °C. Protein lysates were mixed (2:1) with 3X loading buffer (549 mM Tris HCl, 563 mM Tris Base, 2.05 mM EDTA, 8% LDS (Lithium dodecyl sulfate), 10% Glycerol, 0.75% SERVA Blue G250, 0.25% Phenol red, 160 mM DTT). Samples were incubated for 15 min at 65 °C and resolved by SDS-PAGE in a 10% polyacrylamide gel. Proteins were transferred to PVDF membranes in 20% methanol, 25 mM Tris, 200 mM glycine at 200 mA for 1 h. The membranes were blocked in blocking solution [5% dry milk dissolved in PBS containing 0.1% Tween-20 (PBT)] for 1 h at room temperature and then incubated with primary antibodies overnight at 4 °C. Primary antibodies were anti-Tgfbr1 (Sigma-Aldrich #HPA056473, 1:1000 in blocking solution) and anti-actin (Abcam #ab179467, 1:1000 in blocking solution). Membranes were then washed in PBT and incubated with HRP conjugated-anti-rabbit IgG (GE Healthcare # NA9340, 1:5000 in blocking solution) at room temperature for 1 h and washed twice in PBT. Signals were developed by chemiluminescence using Amersham ECL Prime Western Blotting Detection Reagent (GE Healthcare #RPN2232) and images were captured using the GE Amersham Imager 600.

### Skeletal preparation

E17.5 fetuses were recovered from pregnant females by cesarean section and dissected from the extraembryonic membranes, eviscerated, the skin removed and then fixed in 100% ethanol for 2 days. Cartilages are then stained by incubation with 450 mg/L of alcian blue (Sigma, #A5268) in 80% ethanol/20% acetic acid for one day. Fetuses were then postfixed in 100% ethanol overnight. Tissue was cleared by incubation in 2% KOH for 6 h, followed by staining of ossified bones with a 50 mg/l of alizarin red S (Sigma, #130-22-3) solution in 2% KOH for 3 h. Specimens were then further incubated in 2% KOH until tissues were fully cleared. Skeletons were stored in 25% glycerol in water. All incubations were performed at room temperature with rolling. Genotyping was performed on gut tissue by incubating in Laird’s buffer (100 mM Tris-HCl pH 8.5, 5 mM EDTA, 0.2% SDS, 200 mM NaCl) containing 10 μg/mL proteinase K at 55 °C overnight. Genomic DNA was then recovered by precipitation with isopropanol (1:1, vol:vol) and transferred to TE pH 8.0. Genotyping was then performed by PCR using oligos specified in Supplementary Table 1.

### OPT and SPIM imaging

Optical projection tomography (OPT) and SPIM (Selective Illumination Plane Microscopy) were used to image E16.5 fetuses as previously described^81^ with minor modifications. Briefly, fetuses were recovered by cesarean section in ice cold PBS, washed several times in PBS and fixed in 4% paraformaldehyde (PFA) in PBS at 4 °C for several days. After several washes with demineralized water fetuses were dehydrated by sequential incubation in demineralized water with increasing concentrations of methanol (10% increases) and then twice in 100% methanol. Fetuses were then bleached in a three-day process with a sequence of 2.5%, 5% and 10% hydrogen peroxide in methanol at room temperature. Fetuses were then rehydrated through a reverse methanol/demineralized water series and embedded in a 0.7% low-melting agarose. Clearing was done with a 1:2 solution of Benzoic Alcohol:Benzyl Benzoate (BABB) using a BABB/methanol series (25% BABB increases). 100% BABB was introduced on day 3 and replaced every day for the next 4 days, until the fetuses became completely transparent. Anatomical datasets were then obtained using a custom built OPT/SPIM scanner and procedures; briefly, for OPT green auto-fluorescence was acquired on 1600 sequential angles for a full revolution, the raw dataset was pre-processed with a custom-built ImageJ macro, and then back-projection reconstructed using SkyScan’s “nrecon” as in ref. ^82^, and then post-processed to reduce noise and enhance contrast in ImageJ. 3D reconstruction and visualization of internal organs was performed using the Amira software (Thermo Fisher Scientific). The autopods were also imaged with SPIM at higher magnification to be able to reconstruct the digits and bones, also using Amira. To facilitate the segmentation of the bones we used the Biomedisa online tool for machine-learning-assisted interpolation after manual segmentation of a few sparse sections^83^. The correlated OPT and SPIM datasets, and their segmented volumes, were then assembled into a correlative dataset in Amira, to produce the final 3D reconstructions.

### Histological analysis

E16.5 fetuses were fixed in Bouin’s fixative at room temperature for 2 days, dehydrated by repeat washes in 100% ethanol for 5 days and embedded in paraffin. Paraffin blocks were then sectioned at 10 μm and stained with Masson’s trichrome according to standard methods.

### Whole mount in situ hybridization and sectioning

Embryos were fixed in 4% PFA overnight, then dehydrated through 25%, 50% and 75% series of methanol in PBT (PBS, 0,1% Tween 20), then incubated in 100% methanol. Embryos were then rehydrated through a reverse methanol/PBT series and incubated three times in PBT for at least 5 min each at room temperature. Embryos were then bleached for 1 h in 6% hydrogen peroxide in PBT and permeabilized in 10 μg/mL of proteinase K in PBT for a period that depended on the embryo size. The reaction was then quenched with a 2 mg/mL solution of glycine in PBT, washed twice in PBT and postfixed in a 4% PFA and 0,2% glutaraldehyde mix for 20 min, followed by two washes in PBT. Hybridization was performed at 65 °C overnight in hybridization solution (50% formamide, 1.3 x SSC pH 5.5 [20 x SSC is 3M NaCl, 300 mM sodium citrate], 5 mM EDTA, 0.2% Tween 20, 50 μg/mL yeast tRNA, 100 μg/mL heparin) containing the relevant digoxigenin-labeled antisense RNA probes. The probes used in this work are listed in Supplementary Table 1. RNA probes were transcribed in vitro from the vector for 1.5 h at 37 °C with relevant RNA polymerase and the DIG RNA Labeling Mix (Roche #11277073910). The reaction product was verified in 0,8% agarose gel, precipitated with ethanol in the presence of 0.3M sodium acetate, pH 5.3 and resuspended in 100 μL of TE pH 8.0. Probes were diluted in hybridization solution (6 μL in 1 ml of solution). After hybridization, embryos were washed twice with hybridization solution without tRNA and heparin, at 65 °C for 30 min each, then in a 1:1 mix of hybridization solution and TBST (25 mM Tris.HCl, pH 8.0, 140 mM NaCl, 2.7 mM KCl, 0.1% Tween 20) for 30 min at 65 °C, and finally washed three times with TBST at room temperature. Embryos were then equilibrated in MABT (100 mM Maleic acid, 150 mM NaCl, 0.1% Tween-20, pH 7.5) and blocked in MABT blocking buffer [MABT containing 1% blocking reagent (Roche #11096176001)] with 10% sheep serum for 2.5 h at room temperature. Embryos were then incubated overnight at 4 °C with a 1:2000 dilution of alkaline phosphatase-conjugated anti-digoxigenin antibody (Roche #11093274910) in MABT blocking buffer with 1% sheep serum. After extensive washes with MABT at room temperature, embryos were equilibrated in NTMT buffer (100 mM Tris HCl, pH 9.5, 50 mM MgCl_2_, 100 mM NaCl, 0.1% Tween-20) and developed with a 1:50 dilution of NBT/BCIP solution (Roche #11681451001) in NTMT at room temperature in the dark. The reaction was stopped with PBT, and embryos postfixed with 4% PFA overnight at room temperature and stored in PBT. Pictures were taken with a SWIFTCAM SC1803 connected to a stereoscope. Stained embryos were embedded in a mix containing 0.45% gelatin, 27% bovine serum albumin (BSA), 18% sucrose, jellified with 1.75% glutaraldehyde and sectioned at 35 μm on a Leica Vibratome VT 1000 S. Three biological replicates were analyzed per probe. Expression patterns were consistent among replicates, showing only small differences associated with the slightly variable shape of the hindlimb bud of mutant embryos.

### β-galactosidase staining

Embryos were dissected out in ice cold PBS and fixed in 4% PFA at 4 °C for 30 min They were then washed three times in β-gal wash buffer (PBS plus 0.02% Tween 20) for 10 min at room temperature and β-galactosidase activity developed in PBS containing 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 2 mM MgCl_2_, 0.02% Tween 20, 0.4 mg/ml X-gal (Promega #V3941) overnight in the dark at 37 °C. The reaction was stopped with β-gal wash buffer, embryos postfixed in 4% PFA overnight at room temperature and stored in PBS.

### ATAC-Seq

ATAC-seq was performed as in ref. ^59^ with minor modifications. E11.25 mouse embryos were dissected on ice in DMEM High Glucose medium (Biowest #L0102-500) containing 10% FBS (this will be referred to as medium in the rest of the protocol). Hindlimbs and genital tubercles were dissected out and collected on ice-cold media. Single cell suspension was prepared by treating the tissue with 500 μL of Accutase (Sigma #A6964-500ML) for 30 min at 37 °C with shaking at 600 rpm. Single cells were pelleted at 6000 rcf for 5 min at 4 °C, resuspended in 200 μL of media and counted. 50000 viable cells from each sample were used for nuclei extraction. Cells were incubated with 50 μL of ATAC resuspension buffer (10 mM Tris HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 0.1% Tween-20 (Sigma-Aldrich, P7949), 0.01% Digitonin (Target Mol #282T2721-1ml/10mM in DMSO) for 3 min on ice. Lysis was quenched by adding 1 ml of ATAC resuspension buffer without NP-40 and Digitonin. Nuclei were pelleted by centrifugation at 500 rcf for 10 min at 4 °C. The pellet was then resuspended in 50 μL of transposition buffer [for 50 μL: 25 μL 2x TD buffer, 2.5 μL Tn5 transposition enzyme (100 nM final) (Illumina #15028212), 16.5 μL PBS, 0.5 μL 1% digitonin, 0.5 μL 10% Tween-20, 5 μL H_2_O] and incubated at 37 °C for 30 min with shaking at 1000 rpm. The DNA was purified with Qiagen MinElute PCR purification kit (Qiagen #50928004) and eluted in 20 μL of the kit’s elution buffer. Libraries were amplified by PCR with NEBNext High-Fidelity 2X PCR Master Mix (New England Biolabs #174M0541S) for 9 cycles in 96-well Thermal cycler (Biorad) and purified with Qiagen MinElute PCR purification kit. Tagmentation efficiency was assessed on TapeStation 4200 (Agilent). Double size selection to remove primer dimers and fragments exceeding 1 kb was performed using SPRIselect beads (Beckman Coulter). Another quality control was performed with High Sensitivity DNA assay using the Fragment Analyzer (Agilent). The 4nM libraries pool was sequenced with Illumina NextSeq 2000 (100 cycles, Pair-end 50 bp). Two biological replicates were performed per tissue.

### ATAC-Seq bioinformatic and statistical analysis

Data bioinformatic analysis was performed on the Galaxy server^84^. Raw sequencing fastq files for each library were assessed for quality, adapter content and duplication rates with FastQC (v0.11.9) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapters were trimmed and reads with length <20 bp were removed using cutadapt (v1.16.5)^85^ (3´ adapter sequence: CTGTCTCTTATACACATCT). The trimmed reads were aligned to the mouse reference genome (GRCm38/mm10 Dec. 2011) using Bowtie2 (v2.4.2)^86^ [parameters paired-end options (-X/–maxins 1000, --fr, --dovetail), --very-sensitive]. The aligned reads were filtered using BamTools Filter (v2.4.1)^87^ (parameters --isProperPair true, --mapQuality ≥ 30, and --reference! = chrM) and the duplicate reads were removed using Picard MarkDuplicates (v2.18.2.2) (http://broadinstitute.github.io/picard/). The resulting BAM files were converted to BED and the reads that overlap to the blacklisted regions listed in https://www.encodeproject.org/files/ENCFF547MET/ were removed using Bedtools (v2.30.0)^88^. The filtered BED files were used as inputs for peak calling. Peaks were called from individual replicates using MACS2 callpeak (v2.1.1)^89^ (parameters --format single-end BED, --nomodel, --extsize 200, --shift -100, --qvalue 0.05).

BAM files were then converted to BigWig with “deeptools”^90^ normalizing to 1x effective genome size (2652783500 for GRCm38/mm10). BigWig files were used for data visualization in IGV with the addition of the conservation scoring by phyloP (phylogenetic *p*-values)^91^ for 60 vertebrate genomes from the UCSC genome browser (mm10.60way.phyloP60way.bw file downloaded from http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/) and ChIP-seq data from Hoxa13 (GSE81356)^60^ and Gli3 (GSE133710, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3923170)^61^.

The raw count matrix was created by merging peaks across samples as in refs. ^92,93^. DESeq2 object was built from the raw count matrix and blind dispersion estimated with the “vst” function from the “DESeq2” package in R^94^. Top 2500 most variable peaks estimated with the “rowVars” function in R were selected for the principal component analysis (PCA). PCA was performed using the built-in “prcomp” function in R. 500 top loadings contributing to PC1 and PC2 were annotated using ChIPseeker package in R^95^. Hierarchical clustering was performed on the Z-score normalized reads. Correlation distances between the peaks were computed with “as.dist” function and clustering was performed using complete linkage method with “hclust” function. Clusters were defined using a threshold h = 0.6. For statistical analysis raw reads were analyzed using EdgeR^96^. ANOVA-like test was performed on all samples and pairwise comparisons between the samples were made by analyzing individual contrasts. Venn diagrams were created from the lists of selected differentially accessible peaks with “eulerr” package in R. Heat Maps were made from data frames containing log2 normalized counts across samples with the “pheatmap” package (https://CRAN.R-project.org/package = pheatmap).

### Footprinting analysis of ATAC-Seq data

We further used the program RGT HINT-ATAC^77^ and motif matching and enrichment to identify, plot and compare transcription factors (TF) footprints in the different samples. In detail, the BAM files containing the filtered aligned reads for each biological replicate were merged and used as a matrix for the footprinting analysis for the regions corresponding to the peaks called by MACS2 (BED file) (described above). The BAM and BED files for the peaks called in the control GT and the subset of the BAM and BED files corresponding to the regions that were found accessible only in GT (pattern 1 peaks) were used for the footprint analysis and then tested for motif matching to the Hocomoco database^97^ for finding the motif-predicted binding sites (mpbs) independently. Motif enrichment analysis was performed on the footprinting results for the peaks of pattern 1, using as a background the footprinting results for all the peaks called in control GT. Position frequency matrices for Lef1 (MA0768.2) and Gata3 (MA0037.4) binding motifs in *Mus musculus* were obtained from Jaspar database.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data obtained in this work has been deposited in the GEO repository, accession number GSE231592 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSM7291329]. In addition, we also used the following published data: conservation scoring by phyloP (phylogenetic p-values)^91^ for 60 vertebrate genomes from the UCSC genome browser [http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/] and ChIP-seq data from Hoxa13 (GSE81356)^60^ and Gli3 (GSE133710 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3923170])^61^. The reference mouse genome used in this work was GRCm38/mm10. Source data are provided with this paper.

# Supplementary material for: Tgfbr1 controls developmental plasticity between the hindlimb and external genitalia by remodeling their regulatory landscape
**Source:** Nat Commun. 2024 Mar 20;15:2509. doi: 10.1038/s41467-024-46870-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

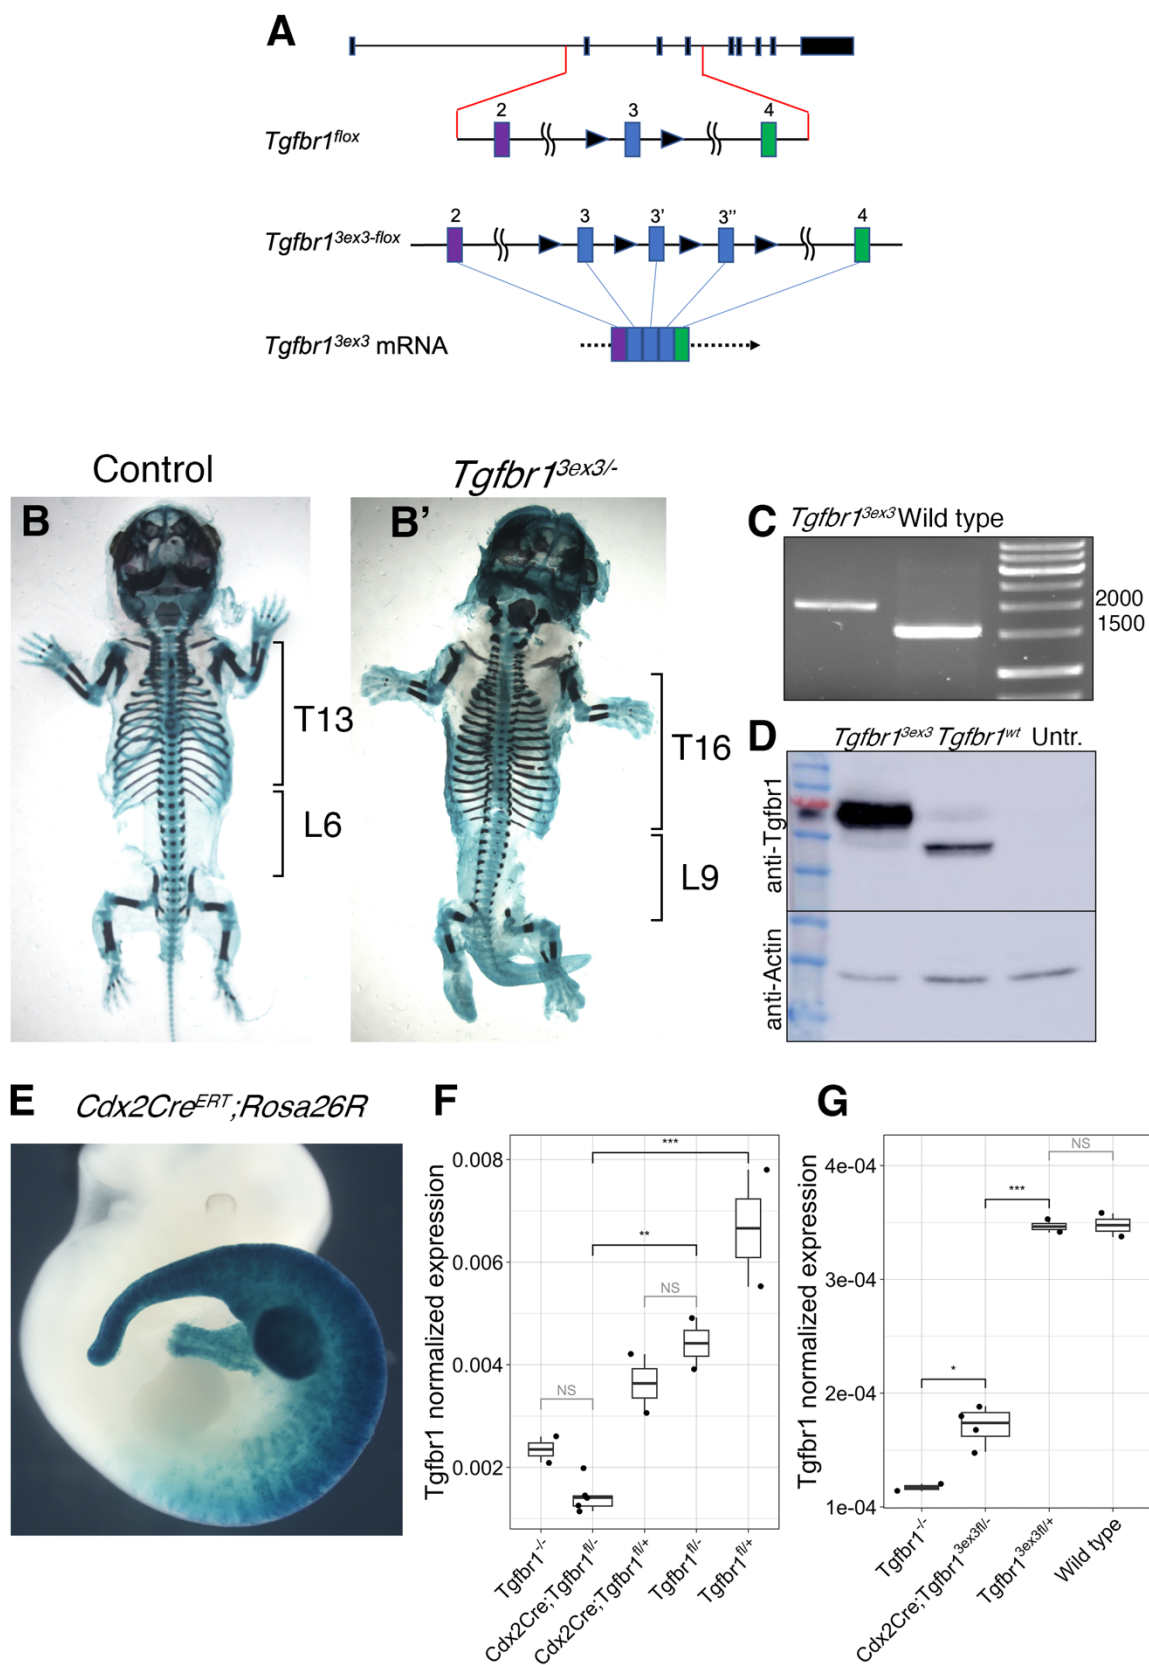

Supplementary Fig. 1. Generation on the *Tgfb1*-cKO. (A) Scheme showing *Tgfb1*^{fllox} and *Tgfb1*^{3ex3-fllox} alleles. Highlighted is the region containing exons 2, 3 and 4 (colored boxes) and the LoxP sites (black triangles). Also represented is the generation of a mRNA with a triplicated exon 3 after splicing of the transcript from the *Tgfb1*^{3ex3-fllox} allele. (B, B') Skeletal staining of a E17.5 wild type (B) and *Tgfb1*^{3ex3-fllox/-} fetus (B'), showing the presence of additional thoracic (T) and lumbar (L) vertebrae, resembling a *Gdf11* mutant phenotype. (C) RT-PCR fragment spanning the whole *Tgfb1* coding region using RNA isolated from wild type (1,5 kb) and *Tgfb1*^{3ex3-fllox/3ex3-fllox} (2 kb) embryos. (D). Western blot analysis of protein extracts from HEK293T cells transfected with mammalian expression vectors carrying either the *Tgfb1*^{3ex3} or the *Tgfb1* coding regions, showing that the *Tgfb1*^{3ex3} transcript produces a larger protein than its wild type counterpart. (E) Activation of β -galactosidase expression in a tamoxifen-treated E10.5 *Cdx2Cre*^{ERT};*Rosa26R* embryo following the scheme used in this study. (F) RT-qPCR showing recombination efficiency in *Tgfb1*^{fllox/-};*Cdx2Cre*^{ERT+/0} embryos. Normalized *Tgfb1* expression level in *Tgfb1*^{fllox/-}::*Cdx2Cre*^{ERT+/0} is not different from *Tgfb1*^{-/-}. Level of normalized expression in *Tgfb1*^{+/fllox};*Cdx2Cre*^{ERT+/0} equals that of *Tgfb1*^{fllox/-} and half of *Tgfb1*^{fllox/+} control, consistent with it carrying only one functional allele (n=2 control and n=5 *Tgfb1*-cKO E10.5 embryos were used per genotype. P-values were determined using Tukey's post hoc tests after one-way ANOVA). **p= 0.008; mean=2.971e-3, 95%CI [8.550e-4, 5.088e-3], ***p< 0.001, mean=5.214e-3, 95%CI [3.098e-3, 7.33e-3]. (G) RT-qPCR showing recombination efficiency in *Tgfb1*^{3ex3-fllox/-};*Cdx2Cre*^{ERT+/0} embryos. Normalized *Tgfb1* expression level in *Tgfb1*^{3ex3-fllox/-};*Cdx2Cre*^{ERT+/0} embryos is significantly lower than in control embryos, although not reaching *Tgfb1*^{-/-} level, consistent with lower amount of tamoxifen given compared to the *Tgfb1*^{fllox} line. (n=2 control and n=4 *Tgfb1*-cKO E10.5 embryos were used per genotype. P-values were determined using Tukey's post hoc tests after one-way ANOVA). *p= 0.018; mean= 5.416e-05, 95%CI [1.129e-05, 9.703e-05], ***p<0,001; mean= 1.752e-04, 95%CI [1.323e-04, 2.181e-04]. NS: nonsignificant. Source data are provided as a Source Data file.

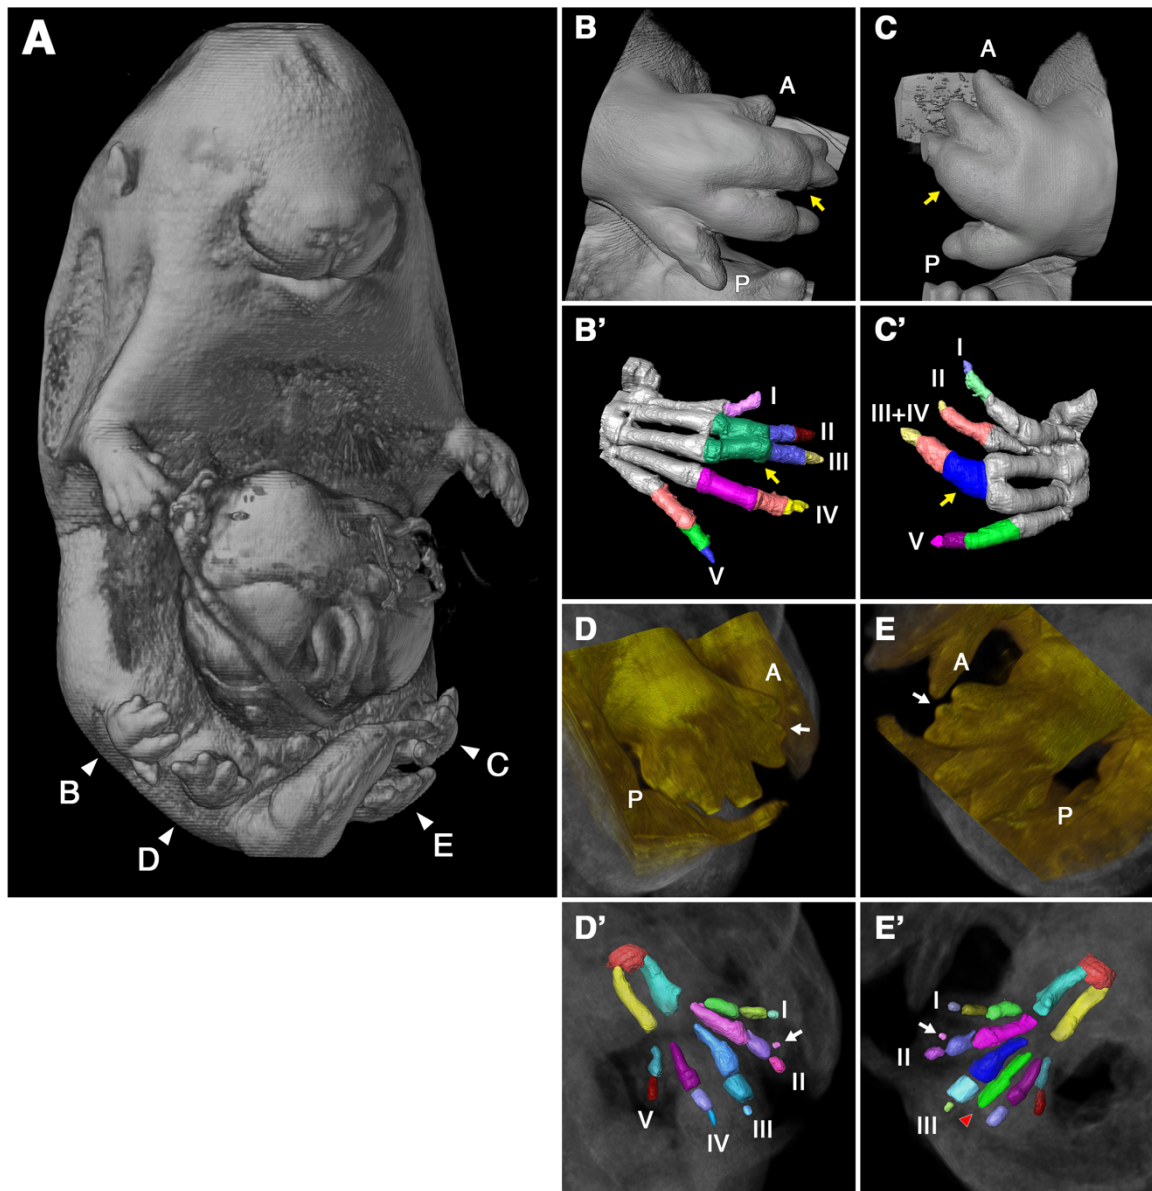

Supplementary Fig. 2. Skeletal phenotype of the *Tgfb1-cKO* native (B-C') extra (D-E') hindlimbs. (A) Whole mount image of the OPT acquired E16.5 fetus. (B, B') Whole mount (B) and 3D reconstruction of the skeleton (B') of the right hindlimb. The autopod formed 5 digits. Digit I had 1 distal phalanx, and digits II to V three phalanxes each. Syndactyly between digits II and III (yellow arrow) was also observed. (C, C') Whole mount (C) and 3D reconstruction of the skeleton (C') of the left hindlimb. The autopod formed 5 malformed digits. Digits I and II contained two phalanxes each. The other digits had three phalanxes. The phalanges of digits III and IV were fused (yellow arrow). (D, D') Whole mount (D) and 3D reconstruction of the skeleton (D') of the right extra hindlimb. The autopod contained 5 digits, most of them with two phalanges, except for digit V, which only generated one phalanx and digit II, which contained two adjacent distal phalanges (white arrow in D and D'). (E, E') Whole mount (E) and 3D reconstruction of the skeleton (E') of the left extra hindlimb. The autopod contained 6 metatarsal bones. Anterior digits developed two phalanges, except for digit II, which generated two adjacent distal phalanges (white arrow in E and E'); the posterior digits developed one phalanx, except for one digit that did not develop any distal phalanges (red arrowhead in E'). A – anterior, P – posterior.

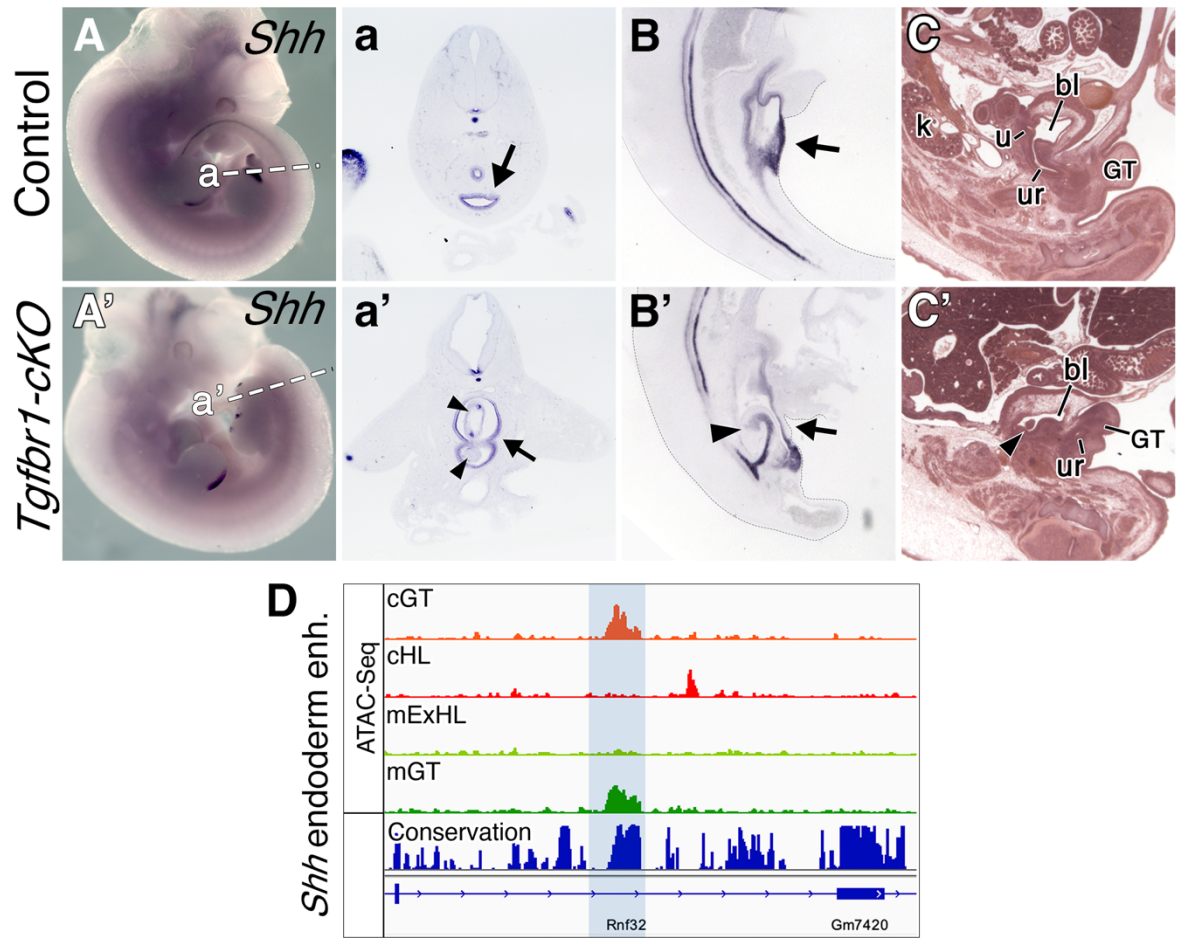

Supplementary Fig. 3. Urogenital malformations in the *Tgfb1-cKO*. (A-a') *Shh* expression in E11.5 control (A, a) and *Tgfb1-cKO* (A', a') embryos. (a, a') show transversal sections through the cloacal region at the level indicated by the dashed line in A and A'. (B, B') Sagittal sections through E10.5 control (B) and *Tgfb1-cKO* (B') embryos stained with a *Shh* probe. (C, C') Sagittal histological sections through bladder region of E16.5 control (C) and *Tgfb1-cKO* (C') fetuses. Black arrows in a, a', B, B' indicate the cloaca; arrowheads in a', B', C' indicate intra-cloacal protrusions; bl: bladder; GT: genital tubercle; k: kidney; u: ureter; ur: urethra. (D) ATAC-Seq profiles through the region containing the enhancer regulating endodermal *Shh* expression (blue shadow). Bottom track shows conservation in placental mammals. cHL: control hindlimb; mExHL: mutant extra hindlimb; cGT: control GT; mGT: mutant GT.

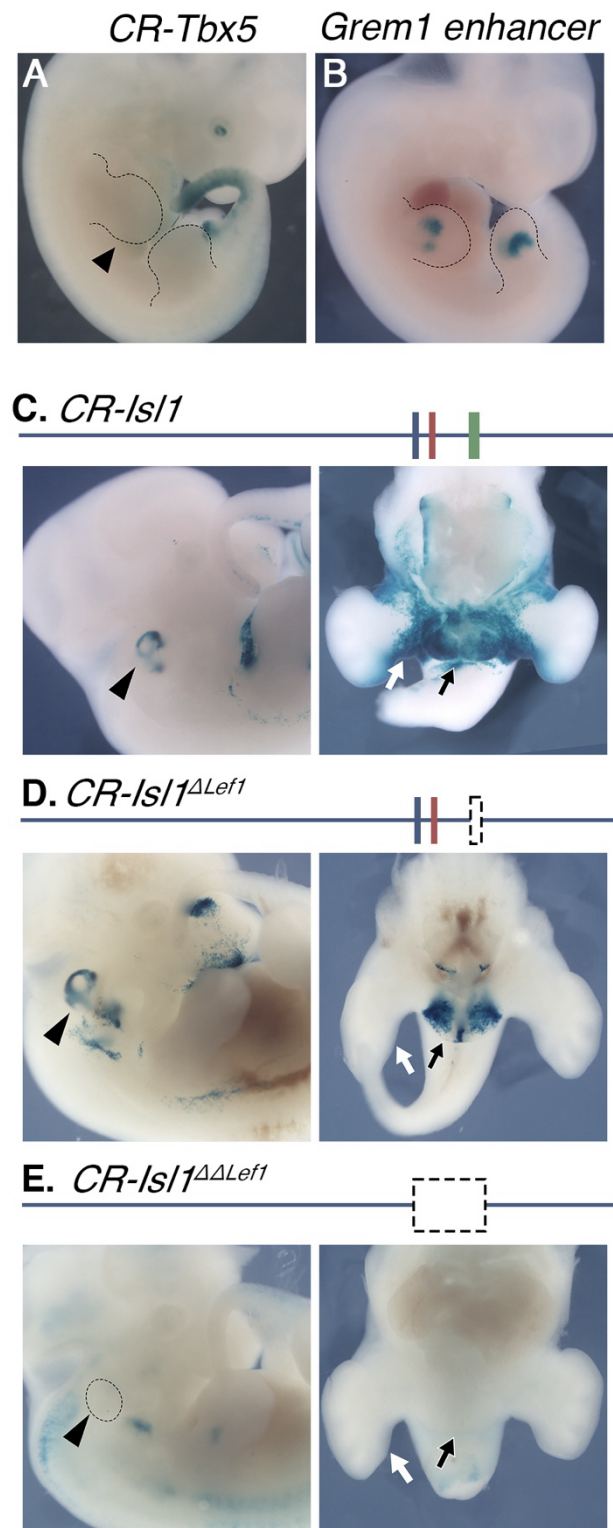

Supplementary Fig. 4. Characterization of *CR-Isl1* (A) The putative *Tbx5* GT enhancer shown in Fig. 4I' does not drive β-galactosidase expression in the forelimb (black arrowhead, forelimb outlined with the dashed line). (B) β-galactosidase expression driven by the *Grem1* enhancer in Fig. 5D using a transgenic reporter assay [n=2/8] (limbs outlined with the dashed line). (C-E) Activation of the β-galactosidase reporter by the *CR-Isl1* (C), *CR-Isl1^{ΔLef1}* (D), and *CR-Isl1^{ΔΔLef1}* (E) region in E12.0 embryos. Of note, the embryo shown in D is the one with the strongest reporter expression in the GT region of all *Isl1^{ΔLef1}*

transgenic embryos analyzed. Top panels show schematic representation of DNA region: blue rectangle: 5' Lef1 binding motif; red rectangle: Gata3 binding motif; green rectangle: 3' Lef1 binding motif within the TF footprint observed in the *Isl1*-related Pattern 1 element. Black arrowheads show expression in otic vesicle; white arrow shows expression in posterior limb bud; black arrow indicates expression in GT. CR: conserved region.

Supplementary Table 1. Oligonucleotides and probes used in this work.

Genotyping primers		
Tgfr1-flox	Forward	TTGAGCTTGCTGTCTGACTGGATAG
	Reverse	CTGTGGTTGGCAGGCATGTG
Cre	Forward	CGAGTGATGAGGTTCCGAAG
	Reverse	CCTGATCCTGGCAATTTCCGCT
Tgfr1-null	Forward	CTACTGTGTTTCAAATGGGAGGGC
	Reverse	GGCCTGTCCGATCCTATCATC
β -galactosidase	Forward	AGCAGTTTTTCCAGTTCCGTTTATC
	Reverse	AGCGGCGTCAGCAGTTGTTTTTAT
Cloning of regulatory elements		
CR-Isl1	Forward	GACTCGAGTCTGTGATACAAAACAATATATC
	Reverse	GAGGATCCAATCTTTCAAAGACATGGAGGG
Isl1 - Left1 sites deletions	Primer1	GCGAATTCGGCTGAATGGAGGTCATTGGA
	Primer2	GCGAATCTTCTGGCTTCAGTTCTGAGAC
	Primer3	GCGAATTCAGGTATGAAAAGCTGTGC
CR-Tbx5	Forward	GACTCGAGCTTTATGTATCTGAGCACACTG
	Reverse	GAAGATCTTCCTTCAACAAACCAT CCAC
CR-Wnt5a	Forward	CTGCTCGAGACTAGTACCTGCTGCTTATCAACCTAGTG
	Reverse	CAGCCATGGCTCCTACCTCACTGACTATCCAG
CR-Fgf10	Forward	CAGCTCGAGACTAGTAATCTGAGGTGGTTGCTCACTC
	Reverse	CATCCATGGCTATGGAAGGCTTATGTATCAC
Grem1-Enh	Forward	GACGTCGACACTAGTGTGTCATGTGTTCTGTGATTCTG
	Reverse	GAGCCTGTATAAGAAGTTCAGGGCCA TGGCAG
Other primers		
qPCR-Tgfr1	Forward	ACCGTGTGCCAAATGAAGAGG
	Reverse	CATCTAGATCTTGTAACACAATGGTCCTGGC
qPCR-Actin	Forward	ATGAAGATCCTGACCGAGCG
	Reverse	TACTTGCGCTCAGGAGGAGC
Tgfr1-CDS	Forward	GAGAATTCGGGGCCACAAACAGTGGC
	Reverse	GAGTCGACCATTTTGATGCCTTCCTGT TGGC
Oligonucleotides for generating in situ probes		
Lmx1b	Forward	CTGCTGTGCAAGGGTGACTATGAG
	Reverse	GAGGCAAAGTAGGAGCTCTGCATG
Fgf10	Forward	TTCTAGAAAGTTATGGATGTTG
	Reverse	GTAAGTCATCCACCAACAGTG
Grem1	Forward	AATGAATCGCACC GCATACAC

	Reverse	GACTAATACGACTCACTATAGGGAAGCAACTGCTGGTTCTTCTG
**In situ probes**		
<i>En1</i>	Davis and Joyner, <i>Genes Dev</i> **2** , 1736–1744 (1988)	
<i>Fgf10</i>	Whole coding region cloned into TOPO. Oligonucleotides listed above	
<i>Fgf8</i>	Crossley and Martin, <i>Development</i> **121** , 439–451 (1995)	
<i>Grem1</i>	PCR fragment with the whole coding region and T7 promoter at the 3' end. Oligonucleotides listed above	
<i>Hand2</i>	Srivastava et al, 1997, <i>Nat Genet</i> **16** , 154–160 (1997)	
<i>Isl1</i>	Jurberg et al. <i>Dev Cell</i> **25** , 451–462 (2013)	
<i>Lin28a</i>	Aires et al., <i>Dev Cell</i> **48** , 383–395 (2019)	
<i>Lmx1b</i>	PCR fragment encompassing nucleotides 504 to 1202 of the mRNA cloned into pKS bluescript. Oligonucleotides listed above.	
<i>Pitx1</i>	Szeto et al, <i>Genes Dev</i> **13** , 484–494 (1999)	
<i>Shh</i>	Echelard et al, <i>Cell</i> **75** , 1417–1430 (1993)	
<i>Tbx5</i>	Chapman et al, <i>Developmental Dynamics</i> **206** , 379–390 (1996)	
<i>Wnt5a</i>	Yamaguchi et al, <i>Development</i> **126** , 1211–1223 (1999)	

Supplementary Table 2. Coordinates of the genomic elements used in the reporter assays (from the GRCm38/mm10 reference genome).

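Each reporter element overlaps a region found by ATAC-seq, and 4 of the 5 hold the whole region. CR-Isl1, near the LIM homeobox gene Isl1, runs on chromosome 13 from 116284356 to 116285685, and its region covers 980 bp of it. CR-Tbx5, near the T-box gene Tbx5, runs on chromosome 5 from 119701323 to 119702815, with a region of 681 bp. CR-Wnt5a, near the Wnt ligand gene Wnt5a, runs on chromosome 14 from 28412522 to 28413803, with a region of 755 bp. CR-Fgf10, in an intron of the growth factor gene Fgf10, runs on chromosome 13 from 118745999 to 118747518, with a region of 735 bp. The Grem1 enhancer, in the Fmn1 locus, runs on chromosome 2 from 113580982 to 113582008, and 1004 bp of its region lie inside.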

Element	Coordinates
CR-Isl1	chr13:116,284,356-116,285,685
CR-Tbx5	chr5:119,701,323-119,702,815
CR-Wnt5a	chr14:28,412,522-28,413,803
CR-Fgf10	chr13:118,745,999-118,747,518
Grem1 enhancer	chr2: 113,580,982-113,582,008

# Supplementary material for: Tgfbr1 controls developmental plasticity between the hindlimb and external genitalia by remodeling their regulatory landscape
**Source:** Nat Commun. 2024 Mar 20;15:2509. doi: 10.1038/s41467-024-46870-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Transcription factor footprint analysis of pattern 1 elements. Column A: number of pattern 1 regions with at least 1 occurrence of the specified transcription factor; column B: number of pattern1 regions with no occurrence of the specified transcription factor; C: number of background regions with at least 1 occurrence of the specified transcription factor; D: number of background regions with no occurrence of the specified transcription factor. These data were generated by the program RGT HINT-ATAC without further adjustments, utilizing a statistical framework based on hidden Markov models (HMMs) (ref. 77).

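The table counts, for each transcription factor motif, how many entries of the pattern 1 set and of the background hold a footprint that matches it. The background was all peaks of control GT, and footprints were called by the authors with HINT-ATAC on the merged reads of both replicates. For SIX2, the homeobox factor of genital mesenchyme, column A holds 341, and columns A and B add up to 26026. Columns C and D add up to 733012 for each motif. For HXA13, the posterior Hox factor, and for every other motif, the test asks whether the share A over A and B is larger than the share C over C and D. The p of the paper for ISL1, the LIM homeobox factor, is 0.001623, and Fisher's exact test, one-sided, of its 4 counts gave 0.00162.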

File Name: Supplementary Movie 1

Description: OPT image from a E16.5 *Tgfbr1-cKO* fetus highlighting the limbs. The extra hindlimbs are shown in magenta.

File Name: Supplementary Movie 2

Description: OPT image from a E16.5 wild type fetus highlighting the caudal end of the intestine (red), the kidneys (cold green), the ovaries and uterus (bright green), the vagina (yellow), the urinary bladder (dark blue) and the urethra (light blue).

File Name: Supplementary Movie 3

Description: OPT image from a E16.5 *Tgfbr1-cKO* fetus highlighting the caudal end of the intestine (red), the urinary bladder (dark blue) and the urethra (light blue).

# Supplementary material for: Tgfbr1 controls developmental plasticity between the hindlimb and external genitalia by remodeling their regulatory landscape
**Source:** Nat Commun. 2024 Mar 20;15:2509. doi: 10.1038/s41467-024-46870-z
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	The ATAC-seq data was generated in this work and sequenced with an Illumina NextSeq 2000 (100 cycles, Pair-end 50 bp). The ChIP-seq data for Hoxa13 and Gli3 was obtained from public databases (GSE81356 and GSE133710, respectively) and the vertebrate genomes conservation from the UCSC genome browser (mm10.60way.phyloP60way.bw file downloaded from http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/). The optical projection tomography (OPT) and light sheet images were obtained with custom built OPT/SPIM scanners.
Data analysis	Data analysis: Statistical analysis: R version 4.2.1 (R studio Version 2023.03.0+386); R packages ggplot2, ggdnif, Deseq2, ChIPseeker, EdgeR, pheatmap.<br>Bioinformatic analysis: FastQC (v0.11.9), cutadapt (v1.16.5), Bowtie2 (v2.4.2), BamTools Filter (v2.4.1), Picard MarkDuplicates (v2.18.2.2), Bedtools (v2.30.0), MACS2 (v2.1.1), Deeptools, RGT HINT-ATAC.<br>Image analysis: ImageJ, Nrecon (SkyScan), Amira software (Thermo Fisher Scientific), Biomedisa.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The ATAC-seq data obtained in this work was deposited in GEO repository, accession number GSE231592 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM7291329>). In addition, we also used the following published data: conservation scoring by phyloP (phylogenetic p-values) for 60 vertebrate genomes from the UCSC genome browser (<http://hgdownload.cse.ucsc.edu/goldenpath/mm10/phyloP60way/>) and ChIP-seq data from Hoxa13 (GSE81356 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE81356>]) and Gli3 (GSE133710 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM3923170>])). The reference mouse genome used in this work was GRCh38/mm10..

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

ISH was performed on 3 independent biological replicates per probe and developmental stage which was sufficient to verify consistency in patterns of gene expression. We used higher number of transgenic embryos, because depending on the transgene frequency of reporter activation may vary. We aimed to obtain at least 2 (for most of reporters 5-6) transgenic embryos with consistent reporter expression to identify a reproducible pattern of the reporter.

For the ATAC-seq analyses, we used two independent biological replicates per tissue, which is a consensus standard for high-throughput sequencing experiments. Each contained pooled tissue from two embryos to reduce variability.

For quantitative RT-PCR analysis, data variability was low and sample sizes that we used (n=2 for controls, n=4-5 for mutants) were sufficient to evaluate significant differences.

Data exclusions

No data exclusion

Replication	All attempts of replication in ISH and transgenic reports assay were successful. All ISH experiments were reproduced in at least two independent experiments including embryos from independent litters.
Randomization	No randomization involved in the study
Blinding	No blinding involved in the study

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-Tgfr1 (Sigma-Aldrich #HPA056473), anti-actin (Abcam #ab179467) and HRP conjugated-anti-rabbit IgG (GE Healthcare # NA9340)
Validation	They are commercial antibodies

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	HEK 293T cells (ATCC #CRL-3216)
Authentication	They were taken from ATCC and no further authentication was done
Mycoplasma contamination	Not tested for mycoplasma
Commonly misidentified lines<br>(See ICLAC register)	N/A

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Mus musculus, with mixed C57BL/6-FVB-J mixed background. The lines carrying Tgfr1 a null allele, the Tgfr1 floxed allele and the Cdx2-CreERT lines had been described before and the references specified in the manuscript. The Tgfr13ex3 allele was generated in this study together with a description of its characterization. The mice used in this work were maintained on a 12 hour light/dark cycle, at 22°C with humidity ranging between 40 and 60%. Mice used for matings were between 3 and 6 months old.
Wild animals	N/A
Reporting on sex	At the stage the embryos were analyzed there are no major differences between sexes and therefore the sex of the specific embryos used in our experiments was not determined.
Field-collected samples	N/A
Ethics oversight	All animal procedures were performed in accordance with Portuguese (Portaria 1005/92) and European (directive 2010/63/EU) legislations and guidance on animal use in bioscience research. The project was reviewed and approved by the Ethics Committee of "Instituto Gulbenkian de Ciência" and by the Portuguese National Entity "Direcção Geral de Alimentação Veterinária" (license reference: 014308).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

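Chromatin accessibility was measured by ATAC-seq in 4 tissues of mouse embryos at E11.25, control hindlimb, control GT, mutant extra hindlimb and mutant GT, with 2 libraries per tissue and tissue of 2 embryos in each library. Control embryos were labelled Tgfbr1+/Flox:Cdx2CreERT+/0 and mutant embryos Tgfbr1-/Flox:Cdx2CreERT+/0. The submitters' processing notes and the paper's methods name cutadapt 1.16.5, Bowtie2 2.4.2 to GRCm38/mm10, duplicate removal, removal of blacklisted regions with bedtools 2.30.0 and peak calling in each library with MACS2 2.1.1. Peaks were merged over the libraries, reads were counted in each of the 229489 regions, and the authors fitted all 8 libraries with edgeR and tested pairs of tissues as contrasts. The log2 fold changes, the average log2 CPM and the log2 scale itself are the authors' values as edgeR gave them. Each p-value is from the authors' quasi-likelihood test, and the authors adjusted it over all regions by Benjamini-Hochberg to the FDR. The F statistic is a score of the authors' test for each region. The deposited tables hold no count or level per library, so no model of counts was fitted here, and 0 columns of per-sample values were left unused.

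Of the 6 tables of comparisons, 5 differ, because the table named for mutant GT against control hindlimb repeats control hindlimb against control GT in every region within 0.0001. Mutant GT against control hindlimb was computed by subtraction from the authors' contrasts. The squared standard error of a contrast was taken as the squared log2 fold change over F, that of the missing contrast was solved from the others under additivity, and a chi-square test with 1 degree of freedom gave its p-value. The difference between the mutant over control fold changes of GT and of hindlimb was tested in the same way. For 33 regions the solved squared error was not positive, and these were given no call. The chi-square p was within 1% of the authors' p-value in 99.9947% of 150753 regions checked. In these regions the authors' test thus treated the spread as known, although each tissue has 2 libraries. The size of very small FDRs rests on this. On simulated counts of 20000 regions with a dispersion of 0.05 and 15.0 M reads per library, the subtraction recovered 23.0, 62.5 and 87.0% of regions changed by a log2 fold change of 1.5, 2 and 3 in simulated mutant GT against control hindlimb, against 22.5, 59.5 and 87.0% by direct fit, with 0 false calls past both thresholds but 11 among 19200 unchanged regions at the FDR alone, where the direct fit had 0. The simulated difference between GT and hindlimb recovered 18.5 and 61.0% of changes of 2 and 3 in mutant GT, so it misses many, with 2 false calls among 19000 unchanged regions.

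A region was called at an FDR under 0.001 and a log2 fold change beyond 1.5. Pattern 1 is lower than control GT in the other 3 tissues. Pattern 2 is higher in control hindlimb than in control GT and in mutant extra hindlimb than in mutant GT, with an FDR over 0.1 and a log2 fold change under 0.5 between the limb tissues. Pattern 3 is higher in control hindlimb than in the other 3 tissues. Regions were annotated with GENCODE release 21 of the mouse, with promoters within 5 kb upstream of a start, and were given to the nearest start of a coding gene within 100 kb. Distances and the principal components of group means used the 2500 regions that vary most between the group means. Shares of promoters and intergenic regions were compared by Fisher's exact test, two-sided.

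The regions and genes named in the text follow a rule written before the data were examined, as were the thresholds, the gene lists and most of the alternatives. The rule names regions overlapping an element of the reporter assays, the ZRS or the Shh endoderm enhancer, and the 8 regions of each pattern whose smallest required fold change is largest. It also names the smallest-FDR region and, where one was found, the promoter region of each of 21 listed genes. All of these genes but Tbx4 are named in the paper, and other genes that the paper names were not listed. Other genes were chosen after their values were seen, as members of a pattern or list with many regions or a known role in limb or GT. The 20 gene lists cover limb bud, GT and pericloacal mesoderm, limb skeleton, apical ridge and ectoderm, cloacal endoderm, muscle, endothelium, blood, macrophages, neural tissue, kidney, axial tissue, the TGF-beta, Wnt and hedgehog pathways, the HoxA, HoxB, HoxC and HoxD clusters and housekeeping genes. Each was tested in 6 comparisons by its share of regions higher minus lower against 10000 random lists, in which each gene was replaced by one within 50 ranks by number of regions, two-sided, with Benjamini-Hochberg adjustment over 120 tests and a threshold of 0.05. The GT and limb bud lists hold genes where the paper places elements found in these same libraries. Their tests are therefore not independent of the paper's findings. A second erythroid list and the Xist and escape genes of chromosome X served tests of explanations only. A planted list had a p of 0.001 on simulated changes, and 0 of 20 random lists passed. Footprint counts are the paper's, from Supplementary Data 1, and were tested by Fisher's exact test over 523 motifs.

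Depth was estimated from the paper's Source Data of 500 regions, with size factors between 0.8651 and 1.2084. Multiplied by a common value, these factors gave 12.5 to 17.5 M reads in regions per library, which were not counted here. The implied standard error had a median of 0.372 for the control tissues, and fell to between 0.218 and 0.225 in the most covered of 4 classes, so small changes at thinly covered regions cannot be called. Alternatives were other FDR and fold change thresholds, a Bonferroni threshold, regions above the median log2 CPM, autosomes alone, centred fold changes, other conditions of pattern 2, other numbers of variable regions, promoters within 1 kb either side, at least 50% of a region inside an element, and other ways to give regions to genes. Footprint data of single regions, the clusters of PC2, in situ hybridization and reporter embryos were not analysed here. Some results that need items withheld for evaluation are not reported here. Scripts ran under Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.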

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

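The test of the difference between GT and hindlimb, the sets of regions changed in both mutant tissues and the tests of explanations for the HoxB regions were chosen after the results were seen, while the list tests and the tests of the blood and chromosome X patterns were written before.

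Mutant over control differences were not alike in the GT and hindlimb pairs at many regions, by the chi-square test of the difference at an FDR under 0.001 and a difference beyond 1.5. The hindlimb pair compares the mutant extra hindlimb, of pericloacal origin according to the paper, with the control hindlimb. Genotype and tissue of origin therefore cannot be told apart in it. The log2 fold change was higher in the GT pair at 5359 regions and lower at 9321. For CR-Isl1, the element near the LIM homeobox gene Isl1, the difference was −3.30, and for the smaller region in the Rnf32 intron it was 2.68. Of the 21 regions of the smallest FDR near the listed genes, which apart from Tbx4 are named in the paper, 8 passed and 13 did not. Beside CR-Isl1, those that passed gave −3.12 for Tbx5, 2.09 for Shh, −3.81 for Grem1, −3.10 for Fmn1, −2.09 for Six2, −1.55 for Lef1 and −2.17 for Tgfbr1. Of the 18 promoters of these genes 0 passed, and of the 8 largest regions of pattern 2 also 0. Among the 8 largest regions of pattern 1, 5 passed and 3 did not, and it was −3.28 near Tbck, −3.17 near Tmtc1, −3.56 near Kcnc2, −2.91 near Stc2 and −3.49 near Eef1akmt1. Of those of pattern 3 all 8 passed, and it was 4.02 near Arhgap18, 3.38 near Ccdc34, 5.18 near Cdh9, 4.17 near Frmd4a, 4.16 near Kifap3, 3.43 near Zfhx3, 3.80 near Fam169b and 3.44 near 1110008L16Rik. The definitions of patterns 1 and 3 push the difference down and up without fixing its sign. That of pattern 2 favours a small difference without bounding it. No conclusion on the difference is therefore drawn from these regions. The regions of the smallest FDR were picked by comparisons between the tissues that make up the difference, and those of Isl1, Grem1, Fmn1 and Six2 belong to pattern 1 and that of Shh to pattern 3, so their calls carry no weight beyond the choice either.

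As a set that the paper does not describe, 1615 regions were higher in both mutant tissues than in both controls, and 567 were lower in both, with 3104 and 1639 at a log2 fold change beyond 1.

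Of 55 regions near 11 blood cell genes, 23 were more accessible in mutant extra hindlimb than in control hindlimb and 1 less in the authors' deposited table (24 and 1 when adjusted over the list alone; permutation p 0.0002, the smallest that 10000 lists can give), with a median average log2 CPM of 1.32 over the list, among them 6 of 7 at the embryonic globin gene Hbb-y and 6 of 10 at Slc4a1, the anion channel of red cells. Mutant GT had 17 more accessible and 1 less than control hindlimb (p 0.0004, adjusted 0.00686, and 17 and 1 when adjusted over the list alone), and the median log2 fold changes were 1.44 (95% bootstrap interval 0.95 to 1.60) and 1.23 (0.84 to 1.36). The tables argue against a shift shared by regions of similar average coverage. There, 5500 regions matched on average log2 CPM had a median of 0.00902 in mutant extra hindlimb over control hindlimb. All regions had a median of 0.0304 in it after the authors' normalization, so the match cannot address other biases of normalization or depth. More blood cells in the mutant dissections may explain the pattern: a second erythroid list of 12 other genes with 53 regions was higher too, with medians of 1.22 and 1.33, while macrophage regions had 0.26 and 0.54 and endothelial regions 0.30 and 0.18. The paper's methods describe no sort or gate, and whether the blood came with the dissection or with a change of the vessels stays untested.

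Regions on chromosome X were lower in both mutant tissues, with a median log2 fold change for 3410 regions that lay −0.43 from that of the autosomes in mutant GT over control hindlimb (−0.26 with regions at or above the median log2 CPM), where 65.5% of X regions were below 0. The tables argue against a bias shared by other chromosomes, since the departure of X was 4.41 times the largest one of an autosome, chromosome 3. Fewer female embryos in the mutant pools could lower X, but the region at the Xist promoter, where the inactive X is open, had log2 fold changes of −1.33, −0.27 and −0.09 with standard errors between 0.63 and 0.76, and the highest, −0.0921, met the bound of −0.2 set beforehand against this explanation, but by less than its standard error, so the test is taken as undecided. Promoters of genes that escape inactivation had −0.63 (Kdm6a), −0.43 (Kdm5c), −0.38 (Ddx3x) and −0.16 (Eif2s3x) in mutant extra hindlimb over control hindlimb in the authors' deposited table. The sex of the pools and the mutation cannot be told apart here, because the sex was not determined and each tissue has 2 libraries.

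Of 71 regions of the HoxB cluster, whose genes pattern the trunk, 19 were more accessible in mutant extra hindlimb than in control hindlimb and 0 less in the authors' deposited table (19 and 0 when adjusted over the list alone; permutation p 0.0002, adjusted 0.004), with 7 of 13 at Hoxb1 and 5 of 10 at Hoxb3. Mutant GT had 20 more accessible and 0 less than control hindlimb (20 and 0 when adjusted over the list alone; adjusted p 0.004, or 0.144 with the nearest start of any gene). The genes of a Hox cluster are neighbours, so their regions may move together. The random lists draw genes from the whole genome and do not allow for this, so the permutation p-values of the Hox lists may be too small. More blood cells may be part of it. The 19 regions rose with the blood regions in mutant GT over control GT, by 0.869 times as much (medians 0.63 and 0.72). They were chosen for a rise in mutant extra hindlimb, and 0 HoxB regions differed between the mutant tissues. No other regions chosen in this way were compared, so the test cannot decide. In control hindlimb over control GT, the blood list had 1 region higher and 0 lower (median −0.36), while HoxB had 0 and 10. Neural or axial tissue in the dissections stays open, since the net share of called regions was at most 6.21% in these lists over control hindlimb, but the axial list had a median of 0.35 (95% bootstrap interval 0.14 to 0.59) in mutant GT. A pericloacal origin of the mutant tissues stays open too, since over the whole list 0 regions were higher and 10 lower in control hindlimb than in control GT in the authors' deposited table (0 and 10 when adjusted over the list alone; adjusted p 0.074, past no threshold).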

How the results depend on the processing

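The settings for the reporter elements, the ZRS, the overlap of comparisons, the difference between GT and hindlimb and the regions changed in both mutant tissues, and the nearest start of any gene, were chosen after the data were seen. No paired analysis was possible because the tables of the comparisons carry no values per library, and for that reason DESeq2, other size factors, a replicate block and leaving out each replicate were not run on them. For the 500 PC1 regions, where the paper gives values per library, leaving out a library and pairing by replicate number were left undone by choice.

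Over 194 results and 1832 values under other settings, 1720 stayed the same, which for most counts means within 1.5 times of the main value. A further 34 fell short of a threshold and 26 came past one. The other 52 were counts that moved by more than 1.5 times, or by any amount for the reporter elements. Of all values 0 reversed direction, but most settings change only thresholds and keep the authors' log2 fold changes. Most values therefore had no way to reverse, and this count is no sign of robustness. For the 173 named regions and lists, 1602 of 1661 values kept their direction and side of the threshold, 33 were weaker and 26 stronger. Between an FDR of 0.0001 and 0.05, pattern 1 ranged from 1406 to 2129 regions, pattern 2 from 427 to 688 and pattern 3 from 5238 to 6850. With a Bonferroni threshold the patterns held 1128, 343 and 4244, with regions above the median log2 CPM 1120, 432 and 4075, on autosomes 1621, 503 and 5702, and with centred fold changes 1686, 515 and 6070. The distance of mutant extra hindlimb to control hindlimb over that to control GT was 1.47, and 1.24 to 1.59 with other sets of regions. PC1 clusters gave 491 or 497 regions, promoters 8.24% or 2.55% of pattern 1, footprints 123 or 129 motifs, and chromosome X −0.43 or −0.26.

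Stricter or looser thresholds set the counts that moved, by their construction. At a log2 fold change beyond 2, calls were 16948 between the control tissues, 8383 for mutant extra hindlimb against control GT, 18017 against control hindlimb and 1715 against mutant GT, 3263 for mutant GT against control GT and 22895 against control hindlimb. Patterns 1, 2 and 3 then held 417, 146 and 2035, both mutant tissues shared 641 regions higher than control GT, 476 were higher and 121 lower in both mutant tissues than in both controls, 2 reporter elements met their pattern, and the ZRS at −1.66 was no longer past the threshold. Beyond 1, the counts were 26604 for mutant extra hindlimb against control GT, 10267 against mutant GT and 17120 for mutant GT against control GT, with patterns of 3568, 1039 and 10731, a shared 3652, 3104 higher, 1639 lower and 4 elements. With no fold change threshold they were 28724, 11393 and 19076, the patterns 4125, 1212 and 12197, shared 4021, higher 3433, lower 2090 and elements 4. At an FDR under 0.05 they were 8475 between the mutant tissues, 14281 for mutant GT against control GT, 3163 shared and 29348 differing between GT and hindlimb. Bonferroni gave 19387 between the control tissues, 11275, 20685 and 3410 for mutant extra hindlimb against control GT, control hindlimb and mutant GT, 6020 and 25122 for mutant GT against control GT and control hindlimb, 1172 shared, 978 higher in both and 6766 differing. Regions above the median log2 CPM, fewer by construction, gave 18968 between the control tissues and 26314 for mutant GT against control hindlimb. Without its condition on the limb tissues pattern 2 held 1188. Fold change alone for mutant GT against control hindlimb, also a later choice, called 54655 regions and gave a pattern 3 of 5868, which held 6600 without that comparison.

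Of 120 list tests 9 passed, 8 within 20 kb, 16 with every start within 50 kb, 18 at an FDR under 0.05 without a fold change threshold and 4 with the nearest start of any gene, and the cause was not tested. Depth limits the calls, as the implied standard error was 0.612 in the least covered class and 0.218 in the most covered between the control tissues.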

Differences from the paper's values

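The scan of thresholds for pattern 2, the setting it led to and the settings for single elements were chosen after the values were seen, and the thresholds used throughout were not changed to meet the paper's counts. No value of the paper that was recomputed differed from it by the rule used here, which asks for more than 1.5 times. Pattern 1 held 1650 regions, equal to the paper's 1650. Pattern 3 held 5828, against the paper's 5764, at the paper's thresholds with the comparison of mutant GT and control hindlimb computed here. Pattern 2 held 511, against the paper's 526, with the conditions of the paper's text, and 674 with the FDR bound of the legend of Fig. 5A. A scan of 1110 settings, chosen after seeing the values, reached 526 in 2 of them, an FDR over 0.1 with a log2 fold change under 0.7 in signed or absolute form, and that set keeps all 511.

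The paper places a pattern 1 element in each of the Tbx5, Isl1 and Wnt5a regions. Of the 3, CR-Isl1 met the pattern at the paper's thresholds. CR-Wnt5a met it at a log2 fold change beyond 1 and with no fold change threshold, settings run on the elements after the values were seen, and a neighbouring region met it at 1.5. CR-Tbx5 met it under none of the settings run, with log2 fold changes of −0.66 and −0.60 in the mutant tissues over control GT in the authors' deposited table, and 0 of 38 regions upstream of Tbx5 did. The legend puts the Tbx5 element 93.7 kb upstream of the gene, and the coordinates of Supplementary Table 2 put it 131.8 kb upstream. A region at the distance of the legend, from 119740937 to 119741737, had log2 fold changes of −0.14 in control hindlimb, −0.06 in mutant extra hindlimb and −0.45 in mutant GT over control GT in the authors' deposited table. For Isl1 the element lies 24.0 or 23.7 kb from the gene, by the annotated start used, against the paper's 24.0 kb. For Wnt5a it lies 90.9 or 97.6 kb away, against the paper's 91.7 kb.

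The paper counts Tcf7 among the enriched footprints, and its one-sided adjusted p was 0.0572 here, while 0.0404 was reached by the two-sided test. Hoxa13, Hoxd13, Isl1, Six2, Lef1, Tcf7l1 and Tcf7l2 passed, as the paper states. The paper's correction spans 528 motifs and Supplementary Data 1 lists 523.

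The paper gives 46.2% of the PC1 regions as distal intergenic, and 42.6% were intergenic here, where 44.2% lay in introns and were the larger class. For the ZRS the paper states that it was open in the hindlimb and closed in the mutant, and the fold changes went that way, at 1.46 in control hindlimb over control GT and −1.66 in mutant extra hindlimb over control hindlimb in the authors' deposited table. The paper also counts the ZRS in pattern 3. Here it did not meet that pattern at 1.5, because 1.46 falls short, and met it at a log2 fold change beyond 1.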

Other observations

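No test in this part was chosen after a result was seen, but the regions described were picked from the named ones after their values were seen.

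Near the HoxC genes, regions differed in both directions in the mutant extra hindlimb. Hoxc4 had 7 of 24 regions higher and 0 lower than control GT, and 13 and 0 against control hindlimb, and Hoxc11 had 0 higher and 4 lower of 7, and 0 and 2, in the authors' deposited table. Hoxc13, the most posterior gene of the cluster, had 2 higher and 0 lower of 12 against control hindlimb in the authors' deposited table. Of 75 regions near 9 HoxC genes, 13 were more accessible in mutant extra hindlimb than in control GT and 4 less, and against control hindlimb 18 and 2, in the authors' deposited table (14 and 4, and 18 and 2, when adjusted over the list alone). Their permutation p of 0.0056 and 0.0052 came to 0.0611 each after adjustment, past no threshold. Mutant GT had 3 and 3 against control GT (4 and 3 when adjusted over the list alone), and 0 of the 75 differed between the mutant tissues in the authors' deposited table. Hoxa13, the posterior Hox gene of limb and GT, has a region 15.2 kb from its start, on chromosome 6 from 52276040 to 52277212, that was less accessible in mutant GT than in control GT (log2 fold change −1.50), with 1.02 in mutant extra hindlimb over mutant GT, in the authors' deposited table. The computed value of this Hoxa13 region in mutant GT over control hindlimb was −1.73. Wnt5a has a region 28.2 kb downstream of its start, on chromosome 14 from 28539579 to 28540185, with log2 fold changes over control GT of −2.15 in mutant extra hindlimb and −1.92 in mutant GT in the authors' deposited table. En1, the ventral gene of the limb ectoderm, has a region 2.03 kb upstream of its start, on chromosome 1 from 120600116 to 120600388 with 1.71 in mutant extra hindlimb over control GT in the authors' deposited table. A region 72.4 kb from Pax9, a paired box gene of limb and pharynx, on chromosome 12 from 56768045 to 56768430, had −2.27 in that comparison of the authors' deposited table. Near Gli1, a target of hedgehog signals, the region of the smallest FDR lies in an intron of R3hdm2, and its computed log2 fold change in mutant GT over control hindlimb was 1.78. The promoters of Fgf8, Hand2, Isl1, Wnt5a and Fmn1 had log2 fold changes of 0.27, 0.40, −0.22, −0.08 and −0.20 in mutant extra hindlimb over control GT in the authors' deposited table, none past a threshold.

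In mutant extra hindlimb against control GT, none of the following lists passed the list test after adjustment. The counts higher and lower in the authors' deposited table were 15 and 4 for apical ridge and ectoderm (adjusted p 0.287), 20 and 11 for Wnt (0.754), 22 and 12 for hedgehog (0.766) and 8 and 3 for muscle (0.762). They were 5 and 18 for TGF-beta (0.405), 14 and 18 for limb skeleton (0.782), 3 and 8 for kidney (0.716), 8 and 12 for endothelium (0.766) and 4 and 9 for cloacal endoderm (0.766) in the authors' deposited table. Small counts were 5 and 1 for axial tissue (0.675), 4 and 2 for neural tissue (0.988), 1 and 1 for macrophages (1), 3 and 2 for HoxA (1), 1 and 1 for HoxD (1) and 4 and 4 for housekeeping genes (1) in the authors' deposited table. When adjusted over the list alone these counts were the same, apart from 2 and 1 for neural tissue.

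The promoter of Tgfbr1 passed no threshold, and the gene's region of the smallest FDR, in an exon of Col15a1, a collagen gene, on chromosome 4 from 47279192 to 47279825, had log2 fold changes over control GT of −2.15 in control hindlimb, −1.45 in mutant extra hindlimb and −1.48 in mutant GT in the authors' deposited table.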
